# PM_2.5_ induce lifespan reduction, insulin/IGF-1 signaling pathway disruption and lipid metabolism disorder in *Caenorhabditis elegans*

**DOI:** 10.3389/fpubh.2023.1055175

**Published:** 2023-02-02

**Authors:** Wenjing Zhang, Zinan Li, Guojun Li, Ling Kong, Haiming Jing, Nan Zhang, Junyu Ning, Shan Gao, Yong Zhang, Xinyu Wang, Jing Tao

**Keywords:** PM_2.5_, *Caenorhabditis elegans*, lifespan, healthspan, RNA-Sequencing, gene homology

## Abstract

**Introduction:**

Exposure to fine particulate matter (PM), especially PM_2.5_, can induce various adverse health effects in populations, including diseases and premature death, but the mechanism of its toxicity is largely unknown.

**Methods:**

Water-soluble components of PM_2.5_ (WS-PM_2.5_) were collected in the north of China in winter, and combined in two groups with the final concentrations of 94 μg/mL (C_L_ group, AQI ≤ 100) and 119 μg/mL (C_H_ group, 100 < AQI ≤ 200), respectively. The acute and long-term toxic effects of WS-PM_2.5_ samples were evaluated in several aspects such as development, lifespan, healthspan (locomotion behavior, heat stress tolerance, lipofucin). DAF mutants and genes were applied to verify the action of IIS pathway in WS-PM_2.5_ induced-effects. RNA-Sequencing was performed to elucidate the molecular mechanisms, as well as ROS production and Oil red O staining were also served as means of mechanism exploration.

**Results:**

Body length and lifespan were shortened by exposure to WS-PM_2.5_. Healthspan of nematodes revealed adverse effects evaluated by head thrash, body bend, pharyngeal pump, as well as intestinal lipofuscin accumulation and survival time under heat stress. The abbreviated lifespan of *daf-2(e1370)* strain and reduced expression level of *daf-16* and *hsp-16.2* indicated that IIS pathway might be involved in the mechanism. Thirty-five abnormally expressed genes screened out by RNA-Sequencing techniques, were functionally enriched in lipid/lipid metabolism and transport, and may contribute substantially to the regulation of PM_2.5_ induced adverse effects in nematodes.

**Conclusion:**

WS-PM_2.5_ exposure induce varying degrees of toxic effects, such as body development, shorten lifespan and healthspan. The IIS pathway and lipid metabolism/transport were disturbed by WS-PM_2.5_ during WS-PM_2.5_ exposure, suggesting their regulatory role in lifespan determination.

## Introduction

Suffering from air pollution is one of the major common public health issues in recent decades. Air pollution has been deemed as a public health problem since about 90% of the population in the world live in areas where air quality exceeds the limits of WHO guidelines (1). According to Global Burden of Disease Research Report (2), persistent and intense air pollution has become an immense burden on healthcare and health economy globally. By 2019, air pollution has been the fourth largest risk factor in the world (3). Particulate matter (PM), especially those with a diameter of 2.5 microns or less (also called fine particulate matters or PM_2.5_), is a common proxy indicator for air pollution, which affects more people than any other pollutants. Epidemiological studies and animal studies have shown that there is a close, quantitative relationship between PM_2.5_ exposure and increased morbidity, mortality and the incidence of various diseases, e.g., respiratory diseases, cardiovascular diseases, immune system diseases and metabolic diseases, cognitive impairment (4–7). Moreover, ambient PM_2.5_ exposure has been identified as an important risk factor for premature death or chronic stress which leads to a reduction of Life Expectancy (LE) or Disability-Adjusted Life Years (DALY) in populations (8–13), whereas the regulatory mechanism underlying remains obscure. In addition, Health-Adjusted Life Expectancy (HALE) is a comprehensive evaluation index for population health that takes into account death and disability, which was recommended by WHO as a comprehensive measurement index for evaluating population health (14).

The current literature reported that ambient fine particulate matters significantly reduces the HALE of human population, but the impact and its regulatory mechanism on healthspan in model organisms and human HALE are all unknown, which deserves further investigation.

Nematode *Caenorhabditis elegans* (*C. elegans*) has been recognized as a powerful model organism for studying lifespan, for elucidating conserved pathways and processes relevant to human aging. In the past decays, *C. elegans* has been employed as experimental model in toxicity evaluation of PM_2.5_, suggesting that heavy metal and polycyclic aromatic hydrocarbons (PAHs) components in PM_2.5_ exposure induces deficits in development, reproduction, locomotion behavior, defecation behavior, lifespan, intestinal homeostasis or reactive oxygen species (ROS) elimination, in parent or progeny of nematodes. These abnormal manifestations may be related to oxidative stress, intestinal damage, dysregulation of microRNA expression and disruption of specific signaling pathways (15–19).

The health effect of PM_2.5_ samples varies among regions where they were collected. There is a correlation between the occurrence of premature death and air pollutants from seven sources in urban and rural environments (natural, industrial, land transportation, residential and commercial energy use, power generation, biomass combustion and agricultural sources). One of the main reasons underlying this phenomenon was thought to be the diverse and complicated chemical composition of those region-specific PM_2.5_ samples. In addition, different chemical components of PM_2.5_ show different correlations with specific health effects, long-term exposure to sulfates, ammonium and sodium ions is thought to be the major cause of reduction in life expectancy (5, 6).

Previously, we have collected and analyzed the components of four kinds of pollution sources (traffic, coal, industry and dust) of fine particulate matter from one of the cities in North China, and pilot study found that fine particulate matter has adverse effects on lifespan and healthspan of *C. elegans*. This study designed to firstly detect the toxicity effect phenotype of fine particulate matter to healthspan of *C. elegans*, and discriminate the healthspan toxicity effect-oriented key toxic components and the dominate pollution source, by using the acknowledged *C. elegans* healthspan assay. Secondly, the fine particulate matter-induced differentially expressed genes/proteins relevant to the healthspan impact phenotype will be identified and verified by the RNA-Seq and quantitative differential proteomics techniques, followed by the analysis of Gene Ontology (GO) and Pathway analysis, to explore the underlying molecular regulatory mechanism of ambient fine particulate matter on *C. elegans* healthspan. Moreover, the differential expressed genes/proteins in *C. elegans* will be compared the homology with those published human age-associated gene profile collected in the database of GenAge (http://genomics.senescence.info/genes), further narrowing down the candidate gene profiles related to human aging induced by ambient fine particulate matter. The results will provide the clue and critical evidence for future comprehensive popular health risk assessment of fine particulate matter and intervention strategies.

## Materials and methods

### *C. elegans* strain and maintenance

*C. elegans* strains wild-type N2, CB1370: *daf-2(e1370)*, CF1038:*daf-16(mu86)* were purchased from *Caenorhabditis* Genetics Center (CGC). Nematodes were maintained on Nematode Growth Medium (NGM) agar plates carrying a lawn of *Escherichia. coli* OP50. Synchronized nematode were achieved by bleaching treatment of gravid hermaphrodites and eggs were allowed to hatch overnight in S-basal buffer (20).

### PM_2.5_ samples

WS-PM_2.5_ samples were collected in a region of north China in winter. The PM_2.5_ sampling membranes was placed in a 15 mL centrifuge tube, adding 14 mL ultrapure water (resistivity 18.2 MΩ · cm), and performing ultrasonic extraction for 2 h (ice cubes were added to the ultrasound system to prevent the water temperature from rising). After vortexing for 5 min, the extract was filtered through a 0.1 μm filter membrane before analysis. Every sampling membrane was processed twice, and the ultrasonically dissolved solutions are mixed to detection of F^−^, Cl^−^, ${\text{NO}}_{2}^{-}$, ${\text{NO}}_{3}^{-}$, ${\text{SO}}_{4}^{2-}$, Br^−^, H_2_${\text{PO}}_{4}^{-}$, ${\text{ClO}}_{4}^{-}$ and ${\text{NH}}_{4}^{+}$. The processed solution was stored at 4°C. Three groups were set up according to different exposure doses including blank control group (ddH_2_O), low concentration of PM_2.5_ aqueous solution (low concentration group, C_L_ group, AQI ≤ 100) and high concentration group (high concentration group, C_H_ group, 100 < AQI ≤ 200), whereas the samples were combined in each group for the further study of short-term and long-term toxic effects. In the experimental system, the final concentrations of WS-PM_2.5_ in both groups were 94 μg/mL(C_L_ group) and 119 μg/mL(C_H_ group), respectively.

### Lethality and development

The synchronized N2 were incubated on NGM seeded with OP50 to L4 larvae and approximately 40 worms/well were transferred to a 96-well plate. Nematodes were scored as dead or survival if they responded to a stimulus by a platinum wire needle under a microscope, marked as N_0_ and N_24_. Mortality lethal rate = (N_24_ – N_0_)/N × 100%. The assay was repeated three times.

In order to evaluate development parameters following WS-PM_2.5_ exposure, 20 nematodes in each group were selected randomly and observed under a fully inverted fluorescent phase-contrast microscope, amplified 10 × 10 times and determined the body length and width of each nematode using ZEN software. The assay was repeated three times.

### Lifespan

About 60 synchronized L4 nematodes were transferred into the 3 parallels 96-well plate and incubated at 20°C. Half of the liquid culture system was replaced per 24 h to prevent the generation of impurities and interference with the observation of the nematode's life state. The survival of nematode was recorded daily until the nematodes were totally dead.

### Locomotion behavior

The locomotion behavior was assessed by the endpoints of head thrash, body bend and pharyngeal pump rates. The methods were performed as described previously (21). A head thrash was defined as a change in the direction of bending at the mid body. A body bend was counted as a change in the direction of the part of nematodes corresponding to posterior bulb of the pharynx along the y axis, assuming that nematode was traveling along the x axis (the initial direction of posterior bulb of pharynx). Fifty nematodes were examined per treatment, and three replicates were performed.

The pharyngeal pumping rate reflected the food intake ability of *C. elegans*. The nematode was amplified under an automatic inverted fluorescence phase contrast microscope to clearly observe the movement of the pharyngeal pump. Each nematode was recorded for 30 s by ZEN2012 software, and then the video was slowed down at 8 fps to count the movement rate of the nematode pharyngeal pump. Twenty or more nematodes were counted for each dose group.

### Heat stress resistance assay

Resistance to lethal heat stress derived from a heat stress environment (35°C) was conducted 5-d and 10-d post-exposure. Sixty individuals from each treatment group were placed on a 35 mm blank NGM plate seeded with *E. coli* OP50, and deaths were recorded every 2 h until all the worms were dead. The standard of death is to touch the body or the head with a platinum needle without thrashing, and the standard of judgment is uniform.

### Production of lipofucin

Nematodes were treated with 94 μg/mL (C_L_ group) and 119 μg/mL (C_H_ group) WS-PM_2.5_. At 5 d and 10 d, the intestinal autofluorescence of each nematode was observed under an upright fluorescence phase contrast microscope. The images were captured by ZEN2012 software in channel DAPI and the average pixel density was calculated to determine the accumulation of lipofuscin in the nematode intestine.

### RNA extraction, DGE library preparation, and sequencing

A total amount of 3 μg RNA per sample which passed through the quality test was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer's recommendations and index codes were added to attribute sequences to each sample. The library quality was assessed on the Aillient Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on the Illumina Hiseq 4000 platform and 50 bp single-end reads (raw reads) were generated. Clean reads were obtained by processing raw reads in Fastq format through in-house perl scripts to remove reads containing adapter and ploy-N as well as low quality reads.

During the mapping process, *C elegans* genome used as reference genome and gene model annotation files were downloaded from Genomics Institute of University of California, Santa Cruz (UCSC)'s website (http://hgdownload.soe.ucsc.edu/downloads.html#nematodes) directly. The index of the reference genome was built using Bowtie (v2.2.3) and clean reads were aligned to the reference genome for mapping by using TopHat (v2.0.12). Quantification of gene expression level was achieved by using HTSeq v0.6.1 to count the reads numbers uniquely mapped to each gene. And then fragment per kilobase of exon per million fragment (FPKM) values of each gene was calculated based on the length of the gene and reads count mapped to this gene.

Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis of two conditions was performed using the DEGSeq R package (1.20.0). The *P*-values were adjusted using the Benjamini and Hochberg method. Corrected *P*-value of 0.05 and log2 (Fold change) of 1 were set as the threshold for significantly differential expression.

Gene Ontology (GO) and KEGG enrichment analysis of differently expressed genes (DEGs) was implemented by the GOseq R package and KOBAS software, respectively, terms with corrected *P*-value < 0.05 were considered significantly enriched by DEGs. The protein-protein interaction (PPI) network of proteins expressed by DEGs was predicted and analysis by using STRING database (https://string-db.org/).

The metadata including clean reads in a fastq format and FPKM value of each sample could be accessed in Gene Expression Omnibus (GEO) database (Accession No.: GSE214215, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214215).

### Lifespan in *daf-2*(*e1370*) and *daf-16*(*mu86*) and RT-PCR of N2 nematode

WS-PM_2.5_ with concentration of 119 μg/mL (C_H_ group) was exposed to *daf-2(e1370)* and *daf-16(mu86)* mutants, and the method is the same as the WS-PM_2.5_ exposure method of wild type nematodes.

Real-time PCR was conducted to measure expression levels of *daf-16* and *hsp-16.2* after 5 d- and 10 d-exposure in N2.

### Measurement of intracellular reactive oxygen species

Reactive oxygen species (ROS) levels were measured with 2′, 7′-dichlorofluorescein diacetate (DCFH-DA). Nematodes were transferred to black 96-well plates containing M9 and incubated for 1 h with 20 μM DCFH-DA (final concentration) at 20°C. ROS-associated fluorescence levels were measured in a microplate reader at 485 nm excitation and 520 nm emission wavelengths at room temperature. Data were normalized to protein content determined by the Bradford method. Analyses were carried out in duplicate and the experiment was independently repeated four times.

### Lipid staining

As described (22), Oil Red O was used to evaluate the lipid staining in parenchymal cells of C.elegans after 5 days exposure to PM_2.5_. (1) The nematodes was aspirated into a 1.5 mL centrifuge tube and washed twice with PBS (phosphate buffer solution). (2) Adding 1 mL of propylene glycol, dehydrate for 20 min and discard the supernatant. (3) Adding about 1 mL of Oil Red O solution and incubate overnight with shaking. (4) Centrifuging and discarding the staining solution. Add 60–80% propylene glycol and centrifuge at 5,000 rpm for 3 min. (5) After washing twice with distilled water, the nematodes were dropped on a 2% agarose pad, and photographed under a fully automatic upright fluorescence phase contrast microscope.

### Statistical analysis

Statistical analysis was performed using SPSS 19.0 (IBM, Inc., New York, USA), and all data were expressed as the mean ± SD. One-way ANOVA with Bonferroni test as the *post-hoc* comparison was used to determine the statistical difference between means of continuous variable. Kruskal-Wallis rank sum test was employed to analyse data of survival time. When the *p*-values were < 0.05 or 0.01 or 0.001, the data were considered statistically significant, that is, ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001 compared with the control group.

## Results

### Lethality, development delay

Acute toxicity of WS-PM_2.5_ was investigated at 24 h after exposure. WS-PM_2.5_ at concentrations of 94 and 119 μg/mL did not induce lethal effect on nematodes, but resulted in a slight development delay. The body length and body width were reduced by 3 and 4% in C_H_ group.

### WS-PM_2.5_ shortens lifespan of N2 *C. elegans*

Nematodes N2 were exposed to WS-PM_2.5_ at concentrations of 94 and 119 μg/mL, respectively, and ddH_2_O as negative control. Then the lifespan of each group was measured. Survival curve (Figure 1A) of both two WS-PM_2.5_ treated groups shifted to the left. Consistently, the average lifespan of two WS-PM_2.5_ treated groups decreased by 10.63% (C_L_ group) (*P* < 0.05) and 12.82% (C_H_ group) (*P* < 0.01) (Figure 1B).

**Figure 1:**
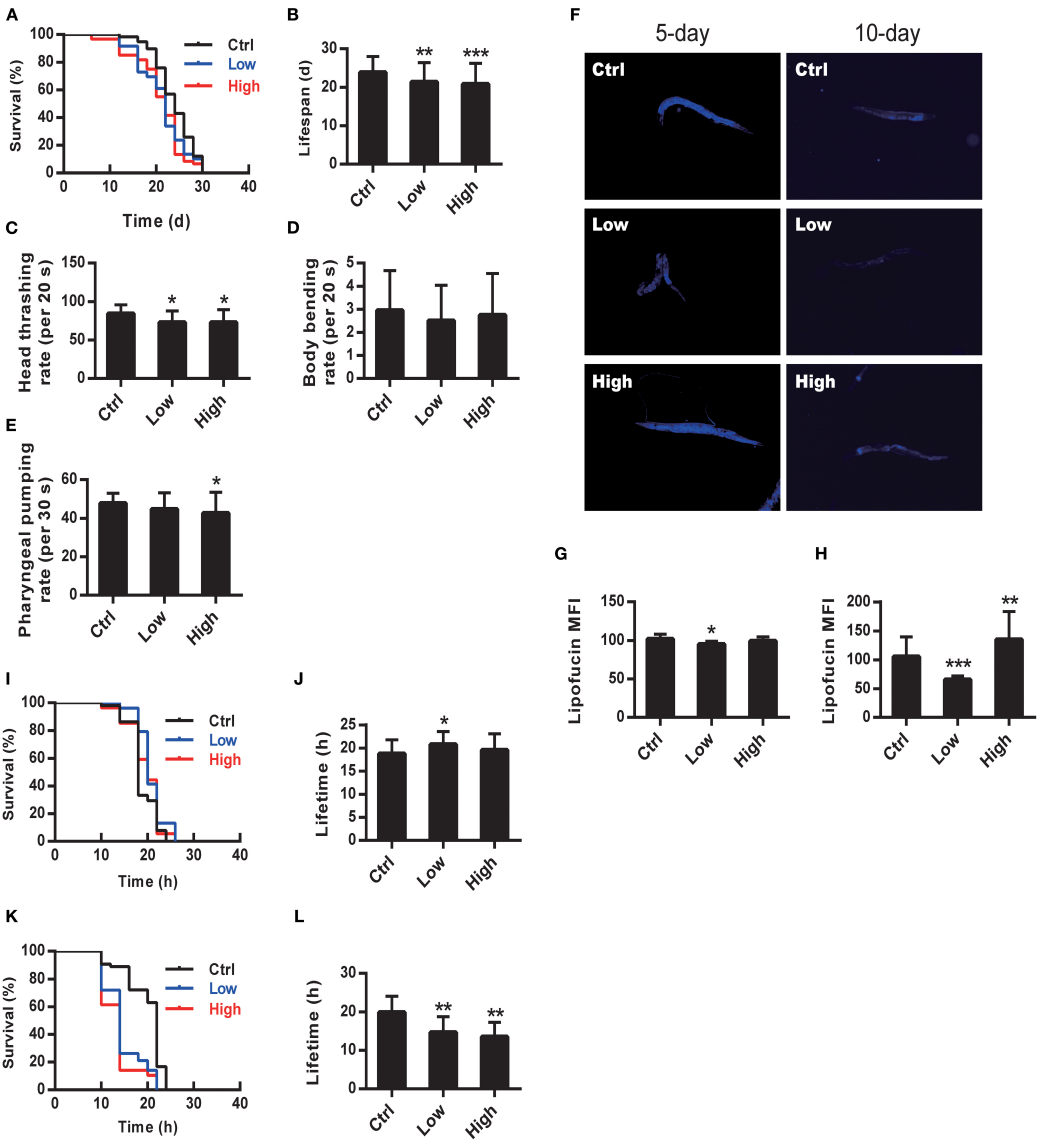
WS-PM_2.5_ exposure reduces lifespan and healthspan in *C. elegans*. **A–H** N2 nematodes were exposed to C_L_ sample (with AQI lower than 100 and concentration at 94 μg/mL) or C_H_ sample (with AQI ranging from 100 to 200 and concentration at 119 μg/mL) throughout their life circles. Survival curve **(A)** and average lifespan **(B)** were recorded and calculated. Head thrashing **(C)**, body bending **(D)** and pharyngeal pumping **(E)** rates were recorded respectively, right after the first 24-h exposure. Accumulation of lipofucin was measured by using fluorescence microscopy after the 5 d (left column of **F, G**) or 10 d (right column of **F, H**) of exposure. **I–L** The heat stress tolerance of N2 nematodes was indicated by the lifespan under heat-stress after WS-PM_2.5_ exposure. Nematodes were exposed to C_H_ or C_L_ WS-PM_2.5_ for 5 d **(I, J)** or 10 d **(K, L)**, then cultured under the heat-stress environment (35°C). Survival curve **(I, K)** and average lifetime **(J, L)** were recorded and calculated. In all groups, 60 nematodes were randomly selected for experimental manipulation. All values are given as mean ± SD. Statistical significance was marked with asterisk on the top of bars of each groups vs. corresponding controls, *p < 0.05, **p < 0.01, ***p < 0.001; F: **(C)** 4.349, **(D)** 0.354, **(E)** 2.227, **(G)** 12.470, **(H)** 26.861. “Low” and “High” represents C_L_ and C_H_ group, respectively.

### Behavior Toxicity of WS-PM_2.5_ in wild-type nematodes

Stamper et al. (23) judged survival status by observing the nematode's athletic ability, and some researchers confirmed the early nematode change in locomotion function predicts subsequent life and health life states (24, 25). We investigated the effect of WS-PM_2.5_ exposure on the induction of toxicity in nematodes. Head thrashing and body bending frequency, as well as pharynx pumping rate were utilized as the endpoints of locomotion behavior. We observed more significantly decreased head thrash in wild-type nematodes exposed to both WS-PM_2.5_-treated groups (*P* < 0.05) (Figure 1C). Body bending frequencies between WS-PM_2.5_ exposure groups and the control group were not statistically obvious (*P* > 0.05) (Figure 1D). Pharygneal pump frequency in 94 μg/mL group did not differ significantly (*P* > 0.05), while the indicator in C_H_ group statistically decreased by 11% (*P* < 0.05) (Figure 1E).

### Exposure to WS-PM_2.5_ induced a reduction in thermotolerance

In nematodes and other organisms, changes in longevity are generally proportional to their ability to resist environmental stresses, including thermal stress and oxidative stress, and changes in the ability to resist stress may be one of the explanations for changes in longevity (26, 27). In the study, after a 5-d exposure, the average survival time of nematodes in the WS-PM_2.5_-treated groups were not significantly different from that in the control group (Figures 1I, J). On the 10th day, the average survival time of nematodes in the WS-PM_2.5_-treated group was reduced by 26.29% (C_L_ group) and 31.25% (C_H_ group), respectively, under heat stress (*P* < 0.01) (Figures 1K, L), suggesting that WS-PM_2.5_ reduced the thermotolerance of *C. elegans*, which may further affect the lifespan.

### Effects of WS-PM_2.5_ exposure on the accumulation of intestinal lipofuscin

In nematodes, intestinal tract plays a key role in regulating toxicity and migration of toxins, and the effect of WS-PM_2.5_ exposure can be studied by using intestinal spontaneous fluorescence as an endpoint, which is caused by lysosomal deposits of lipofuscin, accumulating over time and reflecting the degree of oxidative damage in nematodes (28, 29). The nematodes were treated with WS-PM_2.5_ and captured by an upright fluorescence phase contrast microscope on the 5 and 10th day, respectively to compare the accumulation of lipofuscin between different groups through intestinal autofluorescence (Figure 1F). The results showed that the relative autofluorescence intensity of the nematode in C_H_ group was significantly higher than that in the control group on day 10 (*P* < 0.01) (Figure 1H), suggesting that PM_2.5_ exposure can significantly increase the accumulation of lipofuscin in the nematode.

### WS-PM_2.5_-induced gene expression alterations

#### Global gene expression analysis shows that the homeostasis of lipid transport and metabolism is disturbed by WS-PM_2.5_ exposure

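RNA-Seq values after 5 d were analysed here from 1 library of sham-treated wild-type nematodes and 1 library of nematodes exposed to WS-PM_2.5_, each made from whole worms. The dose of 119 μg/mL, that of the C_H_ group, is taken from the legend of Figure 2 and the notes of Table S1. Libraries made after a longer exposure were not analysed here. The authors generated 50 bp single-end reads from 3 μg RNA per sample, aligned them with TopHat2 (2.0.12) to the *C. elegans* genome (ce11 in the submitters' processing notes), and counted the reads that mapped uniquely to each gene with HTSeq (0.6.1). They divided the count by the length of the gene and by a library total to give FPKM, the unit of the deposited values. The table lists 20541 genes. Of these, 18094 were above 0 in both libraries and 13416 had a mean of at least 1 FPKM over the 2 libraries. Each value was a whole number of reads over a whole gene length, so reads per gene and the library totals behind the values could be recovered. The totals were 10546136 for the sham library and 12444990 for the WS-PM_2.5_ library. The reads recovered for all genes sum to 11291423 and 13364221 with gene lengths chosen nearest to the annotation, and to 9508893 and 11215663 with the shortest lengths the values allow, so the reads given for a gene rest on its annotated length. What the library totals count is not settled by the values. A fold difference was calculated as log2((FPKM in WS-PM_2.5_ + 0.1)/(FPKM in sham + 0.1)), and a gene was counted as higher or lower when this fold was above 2 or under 1/2. For named genes, the ratio of the FPKM values is given with an exact (Clopper-Pearson) 95% interval from the reads, which covers counting error only. The position of a list of genes among 10000 random lists of the same size and similar mean FPKM is given as a percentile, as a description of these libraries. With 1 library per condition, no difference has a replicate check, every comparison is between 2 libraries and not between conditions, and no p-value is given.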

To clarify the molecular mechanism underling PM_2.5_-induced lifespan and healthspan reduction, RNA-Seq technology was performed on nematodes after a 5 or 10 d-exposure to get the global gene expression profiling. 

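Of the genes of Table S1, *F15E6.3* had the largest ratio above 1. *F15E6.3*, a gene of unknown function on chromosome IV (4294895 to 4295689, WBcel235, the same assembly as ce11), was 14.3 FPKM in the sham library and 63.3 FPKM in the WS-PM_2.5_ library, 4.41-fold higher (counting interval 3.45 to 5.71). The antimicrobial peptide gene *nlp-28* (chromosome V, 3987900 to 3988316) was 25.3 and 101 FPKM, 3.99-fold higher (3.17 to 5.07). Among the lower genes, *hmit-1.1*, which encodes a myo-inositol transporter, was 45.4 FPKM in sham and 19.0 FPKM in WS-PM_2.5_, and *ugt-22*, which encodes a UDP-glucuronosyltransferase, was 29.5 and 9.70 FPKM. *F45D3.4* was higher, at 111 and 230 FPKM, as was *E03H4.8*, related to a coat protein of transport vesicles, at 39.8 and 81.5 FPKM. Over the genes with a mean of at least 1 FPKM, 262 were over 2-fold higher and 217 over 2-fold lower in the WS-PM_2.5_ library, and the median log2 fold was 0.02. These counts depend on how low values are treated, with 97 and 94 genes at a pseudocount of 1 FPKM, 64 and 64 at a mean of at least 5 FPKM, and 1284 and 1053 with no filter. In a simulated pair of libraries, drawn from the mean reads of both libraries with 200 genes changed, counting error alone put 157 of the 13344 unchanged genes at this mean past 2-fold. All 31 genes of Table S1 lay on the side Table S1 gives, 17 higher and 14 lower, and 30 of them were past 2-fold. The exception was *mua-3*, which encodes a receptor that anchors the epidermis to the cuticle, at 6.99 and 3.45 FPKM, whose plain ratio is 2.03-fold lower and whose log2 fold with 0.1 FPKM added is -0.998. The study chose these genes on the same libraries, so their direction is not independent evidence. Their log2 folds ran from 1.03 to 2.13 in the higher genes (median 1.18) and from -2.47 to -0.998 in the lower genes (median -1.41), and each gene had between 478 and 4509 reads over both libraries. Among the genes with a mean of at least 10 FPKM, 69 were past 2-fold, of which 29 are in Table S1 and 40 are not. Pearson's r between these log2 folds and those of Table S1 was 0.999993 and Spearman's rho was 1. Both are across the genes of Table S1, which are not independent replicates. The FPKM ratio was between 1.01082 and 1.01088 times the fold that the paper gives. The folds of both sources come from the same libraries and differ by a nearly constant factor. Such values of r and rho therefore add no evidence on the genes.

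**Figure D1:**
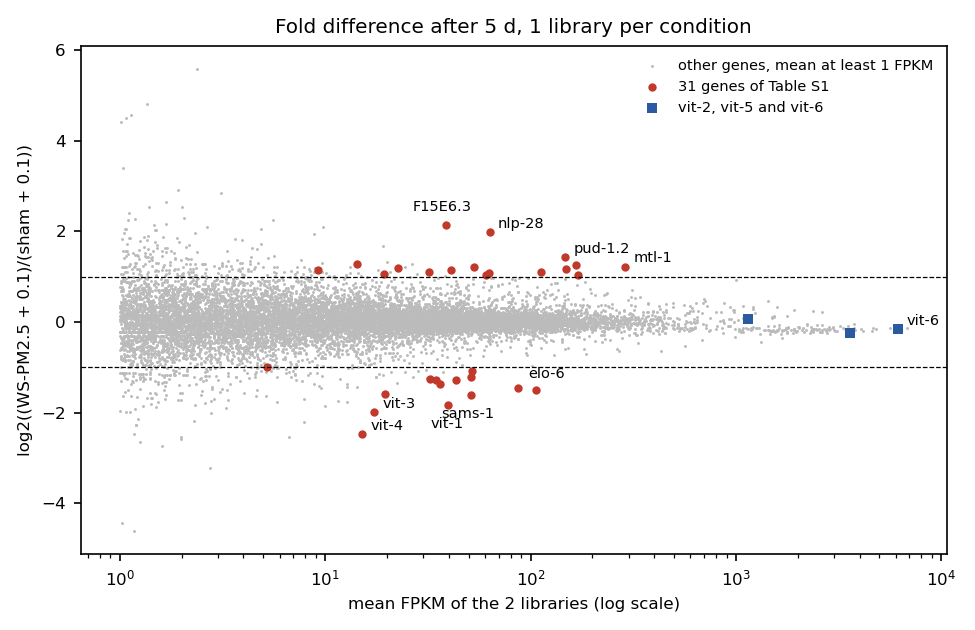
Fold difference of each gene with a mean of at least 1 FPKM after 5 d, 1 library per condition. The horizontal axis is the mean FPKM of the 2 libraries on a log scale, the vertical axis the log2 ratio of WS-PM_2.5_ to sham with 0.1 FPKM added, and dashed lines mark 2-fold. The 31 genes of Table S1 are the red points, of which all but *mua-3* lie beyond the dashed lines, while *vit-2*, *vit-5* and *vit-6* (blue squares) lie near 0.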

The results showed that a total 35 genes (a combination of DEGs at day 5 and 10) was differently expressed (fold change < 1/2 or >2 together with adjusted *P-*value < 0.05) between WS-PM_2.5_ treated and control nematodes, in which, 31 genes differently expressed at day 5 and 4 genes were differently expressed at day 10 (Figures 2A, B).

**Figure 2:**
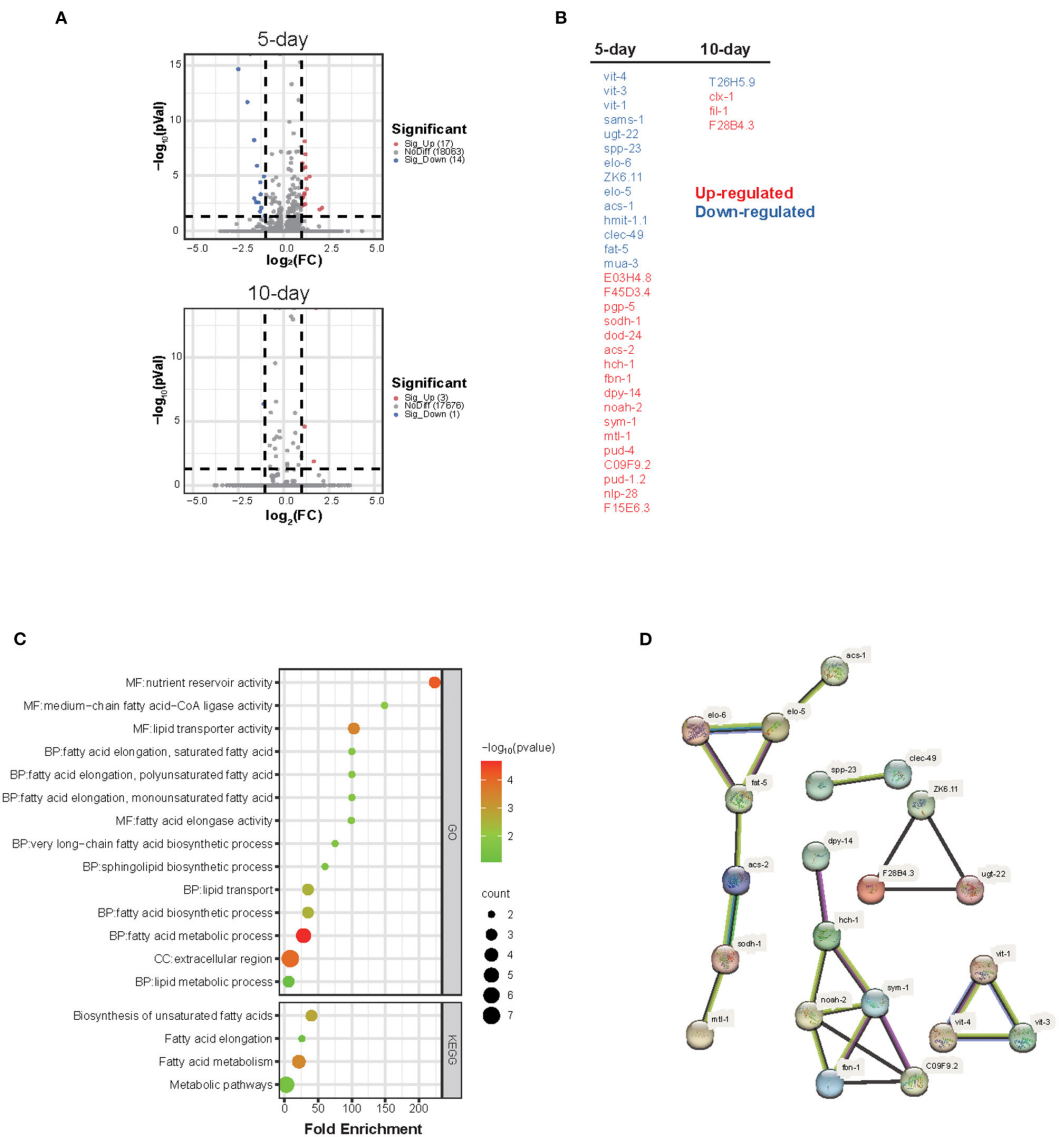
Global gene expression analysis shows that the homeostasis of lipid transport and metabolism is disturbed by WS-PM_2.5_ exposure. Global gene expression of C_H_ WS-PM_2.5_-treated nematodes as well as control nematodes were determined by RNA-Sequencing technology. **(A)** Volcano plots show the numbers of DEGs between treated and control nematodes at the 5th day **(A)** or the 10th day **(B)** during the C_H_ WS-PM_2.5_ exposure. **(B)** All DEGs after 5 d- or 10 d-treatment are listed in two columns. **(C)** DEGs induced by C_H_ WS-PM_2.5_ exposure at the 5th day or 10th day were combined, on which GO term/KEGG pathway term functional annotation and enrichment analysis were performed. **(D)** Protein-protein interaction netowrk between proteins of DEGs was predicted by using STRING database.

GO and KEGG functional annotation as well as the further enrichment analysis helped us to get a profounder insight into the high-level functions of these DEGs, in which 29 out of 35 DEGs were annotated with one or more specific GO or KEGG terms, and 16 functional terms were enriched with statistical significance (*P* < 0.05) (Figure 2C). 

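Genes that make and modify fatty acids were lower as a group in the WS-PM_2.5_ library, while among genes that break them down single genes lay past 2-fold on each side. Of 20 measured genes of fatty acid synthesis, elongation and desaturation, listed before the data were examined, 5 were over 2-fold lower and none was over 2-fold higher. Their median log2 fold was -0.41, at percentile 0 of the random lists, and 19 of the 20 were below 0. The 5 lower genes were the elongases *elo-5* and *elo-6*, the desaturases *fat-5* and *fat-7*, and the acyl-CoA synthetase *acs-1*. All but *fat-7* are in Table S1, and without the 4 genes of Table S1 the median was -0.30, again at percentile 0. *fat-7* (chromosome V, 7151353 to 7153146), a stearoyl-CoA desaturase that makes oleic acid, was 11.6 FPKM in sham and 5.29 FPKM in WS-PM_2.5_, 2.18-fold lower (counting interval 1.63 to 2.94). It is at least 10 times less abundant than its similar copy *fat-6*, so the assignment of reads between the 2 genes is uncertain.
Of 40 genes of fatty acid beta-oxidation, 3 were higher and 5 lower by over 2-fold, with a median of -0.04 (percentile 2.95) and a mean of -0.13 (percentile 0.1). Over those with a mean of at least 5 FPKM the median was -0.02 (-0.0155, percentile 15.57). It was -0.07 without the gene of Table S1 (percentile 0.375) and -0.07 with no filter (percentile 0.75). The lower ones included *acdh-1*, an acyl-CoA dehydrogenase of the propionate shunt, at 11.5 and 1.91 FPKM (6.03-fold lower, 4.00 to 9.39), *hacd-1*, a hydroxyacyl-CoA dehydrogenase, at 32.0 and 12.57 FPKM, and the peroxisomal acyl-CoA oxidase *acox-1.4* at 12.7 and 4.89 FPKM. Of 11 genes of propionate breakdown only *acdh-1* was past 2-fold, and the median was -0.05 (percentile 10.86) and the mean -0.20 (percentile 0.45). The 6 vitellogenins, lipoproteins that carry lipid from the intestine to the oocytes, had a median of -1.04 (percentile 0), with 3 over 2-fold lower. Without the 3 that are in Table S1 the median was -0.16 (percentile 9.26). None of the 18 lipid-binding and lipid transfer proteins was past 2-fold (median -0.08, percentile 2.92). Of 19 genes of lipases and lipid droplets, *fil-1*, a lipase gene known to rise in fasting, was the only one past 2-fold, at 3.60 and 14.1 FPKM (3.93-fold higher, 2.82 to 5.57). The paper lists *fil-1* as higher after its longer exposure, among its DEGs. The median of these lipase genes was -0.04 (percentile 11.34) and their mean was 0.10. Markers of the intestine, where most of these genes are expressed, were also lower, with a median of -0.26 over 14 genes (percentile 0) and 1 gene past 2-fold. The study picked the genes of Table S1 on these libraries, so the lists that hold them are not independent of its choice. The paper reasons from the functional annotation of the DEGs of both exposure times to an effect of the particles on how worms handle lipids. Apart from RNA, it also reports more lipid droplets in exposed worms by Oil Red O staining after 5 d.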

Almost all the enriched terms are related to fatty acid or lipid metabolism or transport, which indicated that the transport, metabolism and localization of lipids or fatty acids in worms is impacted by WS-PM_2.5_ exposure.

Additionally, PPI network analysis (Figure 2D) indicates that there are at least four clusters of DEGs with distinct interaction network. A cluster including *acs-1, elo-5, elo-6, fat-5, acs-2, sodh-1, mtl-1* directly participate in fatty acid metabolism; a yolk proteins cluster including *vit-1, vit-3, vit-4* are lipids transporters which are homologous to human apolipoproteins. 

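The branched-chain fatty acid genes stood lowest in the fatty acid cluster. *elo-5* and *elo-6*, neighbouring genes on chromosome IV (5374616 to 5377117 and 5386629 to 5388559, minus strand), encode elongases that make monomethyl branched-chain fatty acids. *elo-6* was 127 FPKM in sham and 46.1 FPKM in WS-PM_2.5_ (1241 and 532 reads), which is 2.75-fold lower with a counting interval of 2.48 to 3.05. *elo-5* was 61.7 and 25.3 FPKM (2.43-fold lower, 2.12 to 2.80). *acs-1*, which activates branched-chain fatty acids and lies on chromosome V from 6524989 to 6532089, was 49.3 and 20.3 FPKM (2.43-fold lower, 2.197 to 2.683). *fat-5*, a palmitoyl-CoA desaturase on chromosome V (17725004 to 17726818), was 70.5 and 33.4 FPKM (2.11-fold lower, 1.95 to 2.28). The other 3 genes of this cluster were higher. *acs-2*, an acyl-CoA synthetase that feeds mitochondrial beta-oxidation, was 20.2 FPKM in sham and 43.6 FPKM in WS-PM_2.5_ (2.16-fold higher, 1.94 to 2.42). The alcohol dehydrogenase *sodh-1*, named *adh-1* in the annotation, was 40.3 and 85.2 FPKM (2.11-fold higher, 1.92 to 2.34). The metallothionein *mtl-1*, which binds metal ions, was 173 and 404 FPKM (2.34-fold higher, 2.14 to 2.55), while over 17 genes of the metal response it was the only one past 2-fold and the median was 0.03 (percentile 61.35).
In the yolk cluster, *vit-4* (chromosome X, 3558769 to 3563965) was 25.7 FPKM in sham and 4.57 FPKM in WS-PM_2.5_ (5.63-fold lower, 4.94 to 6.43). *vit-3*, next to it from 3567355 to 3572549, was 27.6 and 6.91 FPKM (3.99-fold lower, 3.58 to 4.46), and *vit-1*, on the same chromosome from 7727889 to 7733168, was 61.7 and 17.2 FPKM (3.59-fold lower, 3.35 to 3.84). The abundant yolk genes were close to each other in the 2 libraries. *vit-2* was 3888 and 3300 FPKM, *vit-5* was 1123 and 1173 FPKM, and *vit-6* was 6474 and 5812 FPKM, the last 2 of these genes being named after their values were seen. The genes *vit-1* and *vit-2*, and *vit-3*, *vit-4* and *vit-5*, are closely similar copies, so the assignment of reads among them is uncertain. *vit-1* was 1.59% of *vit-2* in sham and 0.521% in WS-PM_2.5_, and *vit-4* was 2.29% and 0.389% of *vit-5*.

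**Figure D2:**
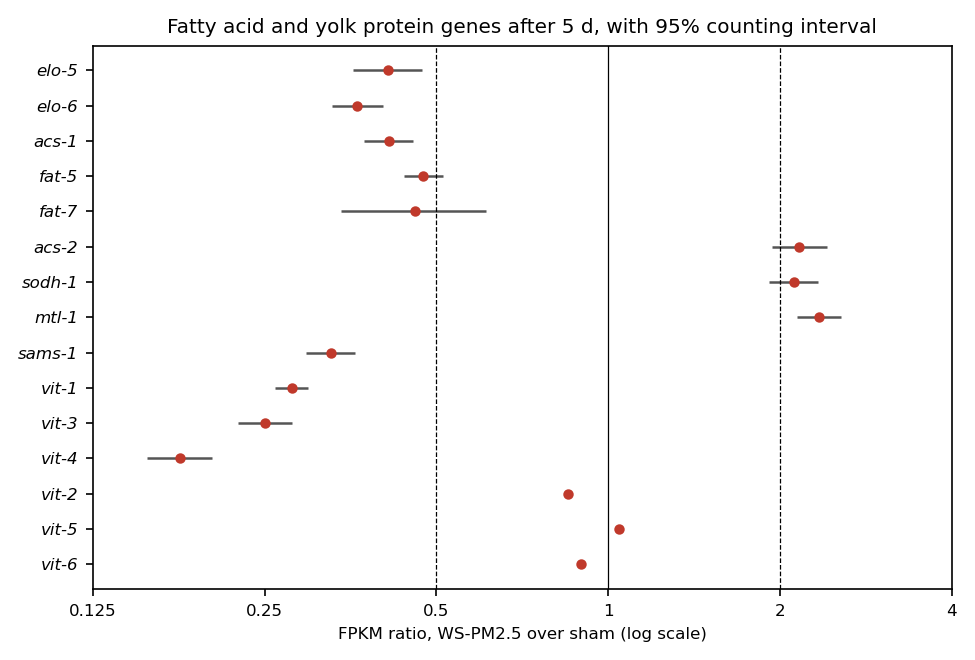
Ratio of FPKM in WS-PM_2.5_ to sham after 5 d for genes of fatty acid metabolism, *sams-1* and the 6 vitellogenins, 1 library per condition. The horizontal axis is the ratio on a log scale, with a solid line at 1 and dashed lines at 2-fold, points are the ratios and bars the 95% counting intervals, which are narrower than the points for *vit-2*, *vit-5* and *vit-6*. *vit-4* lies furthest to the left, and *acs-2*, *sodh-1* and *mtl-1* are the 3 genes to the right of 2-fold.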

Another cluster including *dpy-14, hch-1, sym-1, C09F9.2, fbn-1, noah-2* are mainly extracellular matrix (ECM) related genes or genes related to the membrane located proteins, most of which participate in cuticle formation, melting cycle, metamorphosis and dauer formation. 

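All 6 genes of this cluster were higher in the WS-PM_2.5_ library, and so were cuticle and molting genes as groups. *C09F9.2* (chromosome II, 14705515 to 14713240) was 8.29 FPKM in sham and 20.4 FPKM in WS-PM_2.5_ (2.46-fold higher, counting interval 2.199 to 2.746). *sym-1*, a secreted protein with leucine-rich repeats on chromosome X (14581622 to 14584378), was 31.7 and 73.8 FPKM (2.33-fold, 2.15 to 2.53). *noah-2*, a zona pellucida domain protein of the apical matrix on chromosome IV (14091254 to 14096626), was 13.7 and 31.6 FPKM (2.31-fold, 2.05 to 2.61). The collagen *dpy-14* on chromosome I (6843589 to 6845142) was 91.1 and 206 FPKM (2.26-fold, 2.11 to 2.44), and the fibrillin-like *fbn-1* on chromosome III (7625386 to 7641078) was 5.64 and 12.7 FPKM (2.26-fold, 2.04 to 2.50). *hch-1*, a metalloprotease needed for hatching, on chromosome X (14696411 to 14699977), was 25.6 and 56.5 FPKM (2.21-fold, 2.00 to 2.45).
Of 34 measured genes of molting and the apical extracellular matrix, 6 were over 2-fold higher and none over 2-fold lower, and their median log2 fold was 0.28 (percentile 100). Of these 34 genes, 5 are in Table S1, which the study drew from these libraries. Among these is *mua-3*, which was lower. Its plain ratio was 2.03-fold lower, and its log2 fold of -0.998 with 0.1 FPKM added lay just short of 2-fold. Of 81 cuticle collagens, 9 were over 2-fold higher and none lower, with a median of 0.19 (percentile 100). Most of the collagens furthest apart were of low abundance, such as *dpy-13* at 0.578 and 2.04 FPKM (3.53-fold, 1.41 to 10.5). The abundant adult collagen *col-19* was 514 and 470 FPKM, and it was the only adult cuticle collagen measured at 1 FPKM or more (log2 fold -0.13, percentile 26.89). With no filter the median of the adult collagens was on the other side, at 0.52 (percentile 91.86). Markers of the epidermis, which secretes the cuticle, had a median of 0.17 over 10 genes (percentile 94.16), which was 0.06 (0.0600, percentile 66) over those with a mean of at least 5 FPKM and 0.28 (percentile 99.16) with no filter. Among them was the hedgehog-related *wrt-10* at 57.6 and 110 FPKM. Genes of embryonic specification and morphogenesis, which adults carry in their eggs, had a median of 0.15 over 24 genes (percentile 97.78), with none past 2-fold.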

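Genes linked to defence went both ways between the libraries. *dod-24*, a CUB-like gene induced by pathogens (chromosome IV, 12940106 to 12941354), was 71.6 FPKM in sham and 154 FPKM in WS-PM_2.5_ (2.16-fold higher, counting interval 1.99 to 2.34). *pgp-5*, an efflux transporter on chromosome X (10854216 to 10859297), was 12.5 and 26.2 FPKM (2.09-fold higher, 1.88 to 2.33). *ZK6.11*, named *irg-8* in the annotation and lying on chromosome V (415870 to 417706), was 52.5 and 20.3 FPKM (2.59-fold lower, 2.27 to 2.95). The saposin-like *spp-23* was 158 and 55.5 FPKM (2.84-fold lower, 2.46 to 3.29), and the C-type lectin *clec-49* was 71.4 and 30.7 FPKM (2.32-fold lower, 2.05 to 2.63).
Of 21 CUB-like and infection response genes, 2 were over 2-fold higher, *dod-24* and *F55G11.8* (2.82 and 7.73 FPKM), and *ZK6.11* was lower, with a median log2 fold of 0.14 (percentile 98.47). Of the alternatives, the highest was 0.33 with no filter, and it was 0.25 over those with a mean of at least 5 FPKM and 0.22 as a mean. Of 33 lysozymes and saposin-like proteins, which act on bacteria, 1 was higher, *spp-12* at 1.87 and 9.302 FPKM, and 5 were lower, among them *spp-20* at 43.9 and 18.8 FPKM. The median of this list was 0.08 (percentile 96.74) and its mean -0.02 (percentile 21.8). Over those with a mean of at least 5 FPKM its median was 0.15 (percentile 99.94). Of 84 C-type lectins, 6 were higher and 4 lower (median 0.05, percentile 77.95, and 0.00 over the lectins with a mean of at least 5 FPKM), and their mean was 0.13 (percentile 95.76). The higher ones included *clec-140* at 2.09 and 6.75 FPKM and *clec-66* at 4.19 and 11.0 FPKM. Of 18 antimicrobial peptides of the epidermis 2 were higher and 1 was lower (median -0.07, percentile 5.55), although their mean was 0.05. Of 13 P-glycoproteins, which export toxic compounds, 2 were higher, *pgp-5* and *pgp-7*, and none lower (median 0.26, percentile 96.21). The median was 0.22 (percentile 91.72) without *pgp-5*, which is in Table S1, and 0.60 (percentile 99.93) over those with a mean of at least 5 FPKM. *pgp-6*, beside them on the chromosome, was 6.25 and 10.8 FPKM.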

Some of the rest DEGs such as *ZK6.11, dod-24, pgp-5, sodh-1* participate in innate immune response against exogenous microorganisms.

The GenAge database was searched. As of the last update on September 8, 2022, a total of 889 nematode aging/life-regulation related genes were currently included in the database. 

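Of the lifespan genes found among the DEGs, *sams-1*, *vit-1*, *elo-5*, *vit-3*, *vit-4* and *ZK6.11* were lower in the WS-PM_2.5_ library and *dod-24*, *sodh-1* and *mtl-1* were higher. *sams-1* encodes S-adenosylmethionine synthetase, which makes the methyl donor used for phosphatidylcholine, and lies on chromosome X from 11965962 to 11969893. It was 76.9 FPKM in sham and 25.105 FPKM in WS-PM_2.5_ (1423 and 548 reads), 3.06-fold lower with a counting interval of 2.77 to 3.39. Of 27 genes of the methionine cycle and of phosphatidylcholine synthesis, only *sams-1* and the folate transporter *folt-2* (6.91 and 2.39 FPKM) were past 2-fold, both lower. The median of that list was -0.03 (percentile 9.825) and its mean -0.17 (percentile 0.2). Another gene of the family, *sams-5*, was 6.005 and 10.12 FPKM.
Transcripts of the genes of PUD proteins, which accumulate in long-lived *daf-2* mutants, were higher. *pud-1.2* (chromosome V, 2322038 to 2322566) was 78.9 and 215 FPKM (2.72-fold, 2.43 to 3.05), *pud-4* in the same cluster was 97.54 and 234.5 FPKM (2.40-fold, 2.18 to 2.66), and *pud-3* was 122 and 215 FPKM (1.76-fold, 1.62 to 1.90). Of 5 PUD genes matched, these 3 were measured at 1 FPKM or more. They had a median log2 fold of 1.26 (percentile 100), and 2 of them are in Table S1. Without these 2, *pud-3* alone remained, at 0.81 (percentile 98.56). PUD genes have similar copies, so the assignment of reads among them is uncertain. Targets of the lifespan regulator DAF-16 did not lie on one side. Of 16 genes that DAF-16 raises, *mtl-1* and *sodh-1* were over 2-fold higher and *fat-5* was lower, with a median of -0.04 (percentile 15.83) and a mean of 0.12. *icl-1*, an enzyme of the glyoxylate cycle among these targets, was 90.4 and 161 FPKM. Of 10 genes that are lowered when DAF-16 is active, 1 was past 2-fold, *dod-24*, and the median was -0.11 (percentile 3.94). It was -0.24 (percentile 0.11) without *dod-24*, the 1 member that is in Table S1, and -0.24 (percentile 0.075) over those with a mean of at least 5 FPKM. With no filter it was -0.04 (percentile 21.86), and the mean was -0.04 (percentile 24.99).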

The obtained DEGs in our study were compared with the 889 genes, and it was found that only 4 genes related to changes of lifespan (*sams-1, vit-1, elo-5* and *dod-24*) are included in this database, and other genes obtained after 5-d exposure - though 5 genes (*vit-3, vit-4, ZK6.11, sodh-1*, and *mtl-1*) related to lifespan change - are not included in this database; 4 DEGs obtained after 10 d of exposure were not included in the database. Later, RNAi interference technology can be used to further explore its role in nematode lifespan.

#### WS-PM_2.5_ induced shorten lifespan on *daf-2(e1370)* and *daf-16(mu86)*, downgegulated *daf-16* and *hsp-16.2*

The IIS pathway plays a key role in the lifespan-related signaling pathway. It has reported that loss of IIS leads to an increased lifespan in nematodes, and IGF-1 promotes aging and shortens lifespan in mammals (30). To reveal the role of IIS in the life-toxic effects of WS-PM_2.5_, *daf-2(e1370)* and *daf-16(mu86)* mutants were compared to N2, and their lifespan were assessed. The results showed that: (i) survival curves of N2 nematodes in WS-PM_2.5_ treatment group could shift to the left, and the average lifespan of nematodes in C_H_ group was shortened by 20.68% (*P* < 0.01) compared with the control group. (ii) WS-PM_2.5_ treatment induced survival curve of *daf-2(e1370)* shifting to the left; compared with the control group, mean lifespan of the nematodes in C_H_ group was shortened by 36.68% (*P* < 0.001) (Figures 3A, B). (iii) After treatment of PM_2.5_, survival curve of *daf-16(mu86)* shifted to the left, and mean lifespan of nematodes in C_H_ group was significantly shortened by 9.18% (*P* < 0.01) compared with the control group (Figures 3C, D). It suggested that WS-PM_2.5_ possess a toxic effect on the lifespan of *C. elegans* through the modulating by insulin signaling pathway. Besides, expression level of *daf-16* was significantly decreased after 5 d-exposure, while *hsp-16.2* showed similar change after 10 d-exposure.

**Figure 3:**
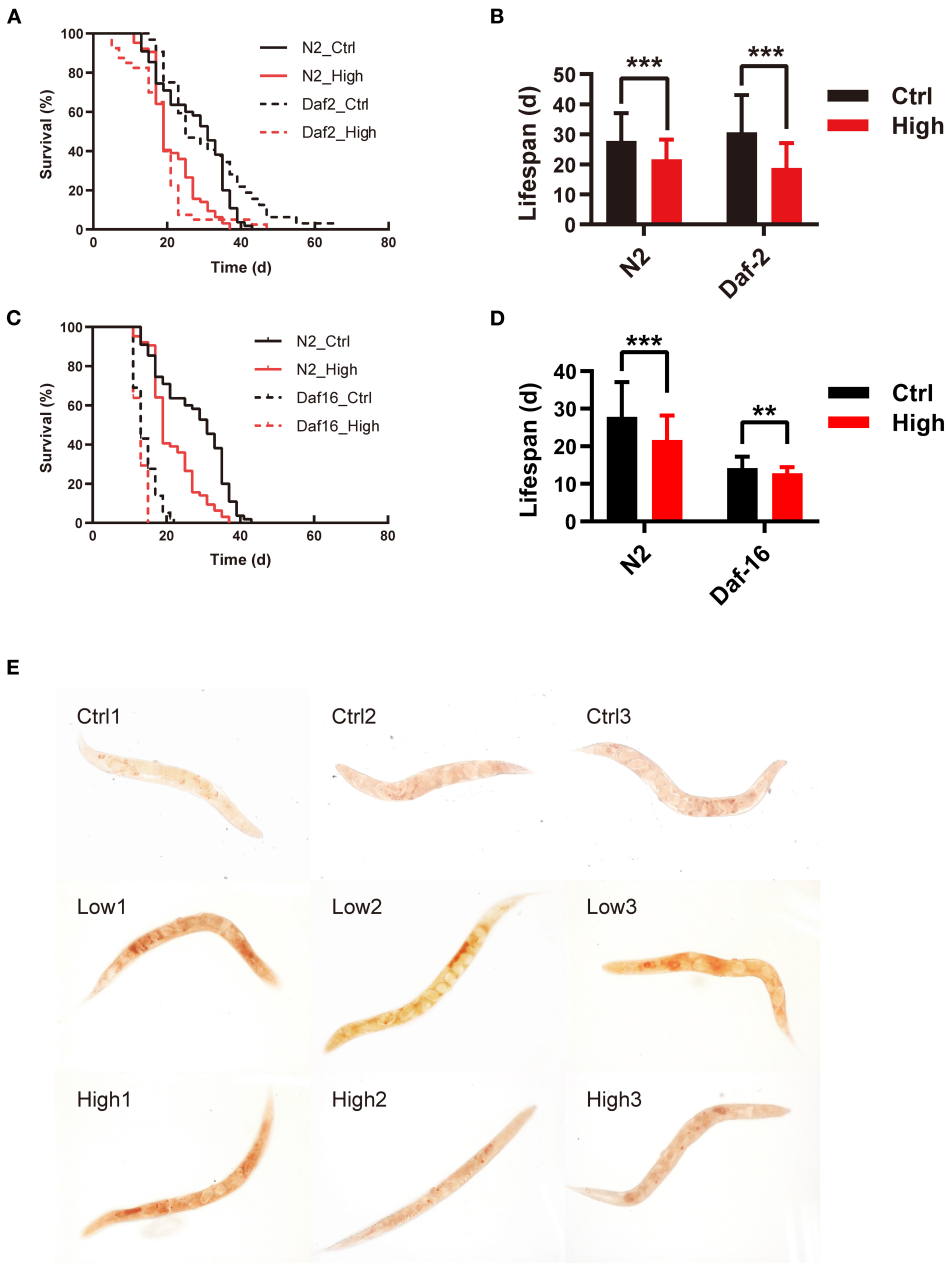
WS-PM_2.5_ exposure affects lifespan of *daf-2*(*e1370*) and *daf-16(mu86)* mutants, and disturbs neutral lipid metabolism in nematodes. **(A–D)** *daf-2(e1370)* **(A, B)**, *daf-16(mu86)* **(C, D)** and N2 nematodes were exposed to WS-PM_2.5_ (with AQI ranging from 100 to 200 and concentration at 119 μg/mL) throughout their life circles. Survival curves **(A, C)** and average lifespan **(B, D)** were recorded and calculated. In all groups, 60 nematodes were randomly selected for experimental manipulation. **(E)** Nematodes were exposed to WS-PM_2.5_ for 5 d. The amount of total neutral lipids of nematodes were indicated by oil red O staining in situ **(E)**. All values are given as mean ± SD. Statistical significance was marked with asterisk on the top of bars of each groups vs. corresponding controls, **p < 0.01, ***p < 0.001. “High” represents C_H_ group.

#### Increased reactive oxygen species in nematodes

At low concentrations, ROS play physiological roles in various cellular processes as signaling molecules, such as immune response, oocyte maturation and cuticle formation. When ROS reach a certain threshold, they result in reduced healthspan, shortened lifespan, aging and increased sensitivity to toxicants (31). The nematodes treated with WS-PM_2.5_ were incubated with DCFH-DA so as to investigate the effect on intestinal development with the aid of endpoint of ROS production. The results showed no significant difference between both WS-PM_2.5_ exposure groups (*P* > 0.05), while a significant increase in nematodes of C_H_ group (*P* < 0.05), indicating that PM_2.5_ could induce oxidative damage in the nematodes.

#### Increased lipid content in nematodes induced by WS-PM_2.5_ exposure

According to the RNA-Seq results that WS-PM_2.5_ exposure has an effect on lipid metabolism in nematodes, Oil Red O staining was subsequently used to confirm the lipid distribution in the nematodes. The results showed that after 5 d of WS-PM_2.5_ exposure, the distribution of lipid droplets in the nematodes of the exposed group was more than that of the control group (Figure 3E).

## Discussion

In this study, we concern about the toxic effects of a region-specific PM_2.5_ samples on lifespan in *C. elegans*. To address this question, WS-PM_2.5_ was extracted from PM_2.5_ samples collected in a northern city of China. Our data show that the WS-PM_2.5_ had adverse effects on the development, locomotion behavior, heat tolerance, intestinal fluorescence, lifespan of wild-type (N2) nematodes. Long-term exposure to WS-PM_2.5_ (119 μg/mL) induces significantly shortened lifespan of *daf-2(e1370)* mutant, and decreasing gene expression levels of *daf-16* and *hsp-16.2*. We further used RNA-Sequencing technology to explore the global gene expression changes in *C. elegans* induced by WS-PM_2.5_ exposure and total 35 differentially-expressed genes (DEGs) were screened out. Meanwhile, Gene Ontology (GO) enrichment analysis, KEGG enrichment analysis and homology comparison was conducted and the results show that WS-PM_2.5_ could lead to abnormal lipid metabolism and transportation of nematodes, some of which were homologous to human beings.

Firstly, we found that WS-PM_2.5_ at concentrations around 100 μg/mL did not obviously induce lethal effect to nematodes, but showed a slightly adverse influence on development. Nematodes were sensitive to the changes from environmental factors, reflected on the growth and development of individuals initially, e.g., body length and width. Previous studies have certified the relationship between traffic and coal combustion PM_2.5_ and nematodes poor growth (15, 16), but the concentration is much higher than that we used in this study.

In view of the persistence of PM_2.5_ exposure, lifespan is considered to be an effective index to potentially reflect the long-term effects of toxicants on nematodes (32). We found that average lifespan of nematodes was shortened by about one tenth after treated with 94 and 119 μg/mL WS-PM_2.5_. Given this, some indexes need to be supplemented to evaluate the undesirable effects before death. Locomotion function, food intake capacity of the pharynx pump, lipofuscin deposition as well as stress tolerance (heat stress and oxidative stress) were applied as indicators for healthspan of nematods (25, 33, 34). Under physiological condition, *C. elegans* moves in a sinusoidal fashion by alternately contracting ventral and dorsal muscles, and the movement capacity of *C. elegans* has been repeatedly shown to predict later longevity, in addition nematodes that spend a greater portion of their early life actively pumping or pump at higher rates have a higher chance for longer lifespan (24). WS-PM_2.5_ in our study decelerated the frequencies of head thrash and pharyngeal pump, of which both correlate with poorly quantitative and qualitative changes for the subsequent lifespan and living quality. Beyond that, nematodes possessed a 1/3-shorten lifespan under heat sterss after treated with WS-PM_2.5_ for 5 d or 10 d, indicating that PM_2.5_ could reduce the thermotolerance of *C. elegans*. Heat shock response in *C. elegans* reveals three related neuroendocrine signaling pathways, among which the IIS pathway is the most intensively studied, IIS pathway has been demonstrated to play an important role in the regulation of oxidative stress signal in *C. elegans* (31). IIS pathway is an ancient pathway composed of many genetically conservative genes, including *daf-2, AGE-1/PI3-K, PDK-1, AKT-1/2* and *DAF-16/FoxO* (35). It is the first pathway identified to be closely related to lifespan in *C. elegans*. DAF-2 activation in the intestine itself controls the localization and activation of downstream transcription DAF-16/FOXO, and the intracellular DAF-2-to-DAF-16 signaling in the intestine mediates the major effect on lifespan regulation (35, 36). In our study, 119 μg/mL WS-PM_2.5_ treatment shortened average lifespan by about 1/3 in *daf-2(e1370)*, down-regulated expression levels of *daf-16* and *hsp-16.2* in N2, suggesting that the effect of WS-PM_2.5_ on *C. elegans* lifespan may be mediated by IIS pathway. Small heat shock protein (HSP), e.g., *hsp-16.2*, is regulated in an IIS-dependent manner, and has been proved as a target gene of DAF-16 in *C. elegans*, predicting thermotolerance and the subsequent lifespan changes in *C. elegans* (24, 37–39). In addition, the previous research has been elucidated that DAF-16/FOXO in IIS pathway binds to and transactivates/represses numerous target genes involved in development, lifespan, stress response, dauer formation, metabolism and immunity (35, 36, 40, 41). As the main site for IIS mediated-lifespan regulation, intestine is often found to be a reactive tissue/organ downstream of many lifespan-regulation conditions (35). Excessive intestinal ROS can lead to lipid peroxidation, resulting in irreversible lipofuscin accumulation, and the latter can be considered by proxy as a biomarker of lifespan (24, 42). In line with Sun et al. (16), WS-PM_2.5_ treatment caused ROS as well as lipofuscin accumulation in the intestinal tract. Wang et al. (22) reported that enhanced ROS production induced abnormal high fat accumulation and fatty acid composition, mediated by *fat-5*, which is regulated by *daf-16*. The similar change was found in our study, since almost the functional annoted enriched terms of 35 DEGs are related to lipid/fatty acid metabolism or transport, indicating that WS-PM_2.5_ exposure disturbed lipid/fatty acid transport, metabolism, localization, and subsequently affect lifespan and healthspan. In addition, the abnormal fat storage can be conveniently detected by staining with lipid affinity dyes, such as Oil Red O, of which the results show that neutral lipid droplets deposit in nematodes has been increased significantly by WS-PM_2.5_ exposure (43).

We further performed PPI network analysis and results showed 4 potential DEGs clusters with distinct interaction network. One of the 4 clusters (involving *acs-1, elo-5, elo-6, fat-5, acs-2, sodh-1, mtl-1*) directly participate in fatty acid metabolism; three genes (*vit-1, vit-3, vit-4*) involve in a lipid transporter cluster which are homologoug to human apolipoprotein. Zhang et al. (35) proved that expression levels of *daf-2* and *daf-16* in IIS produce an effect on numerous physiological processes, e.g., intestinal lipid storage increasment, dauer formation promotion during development (hypodermis producing a dauer cuticle). Not alone, another cluster from PPI analysis including *dpy-14, hch-1, sym-1, C09F9.2, fbn-1* and *noah-2* are mainly extracellular matrix (ECM) related genes or genes related to the membrane located proteins, most of which participate in cuticle formation, melting cycle, metamorphosis and dauer formation. Previous study have shown that *daf-2* knock-out may have innate immunity enhancement and bacterial infection resistance (44). We found some of the rest 35 DEGs such as *ZK6.11, dod-24, pgp-5, sodh-1* participate in innate immune response against exogenous microorganisms. Of note, the ultimate outcome of a DAF-16-dependent phenotype depends on its complex regulation network on numerous downstream genes (36). Therefore, the DGEs deserve further validations.

By homology analysis, researchers could estimate the genetic relationship between different species. The more similar the sequences are, the closer they are to each other, and vice versa. In this study, the 35 WS-PM_2.5_-related DEGs acquired by RNA-Sequencing (S1, S2) were queried on WormBase, and a total of 62 transcripts were obtained, all of which were < 50% homologous to 307 human aging/lifespan regulatory genes in WormBase. There may be the following possibilities: (1) 7,663 of 20,000 protein-encoding genes in *C. elegans* genes are homologous to humans (45), of which 164 genes have homology with human aging/lifespan-regulating genes included in GenAge database, excluding the 35 DEGs obtained in this study. That is to say that the 35 genes may be specific genes of nematodes. (2) The 35 DEGs are potentially associated with lifespan related toxic effects caused by WS-PM_2.5_, rather than directly. However, their associations need to be further confirmed, and it is not excluded that they are newly discovered lifespan related genes. (3) It is not ruled out that these 35 DEGs are associated with other non-lifespan related toxic phenotypes (phenotypes not detected in this study) caused by WS-PM_2.5_, that is, genes and their coding products that first showing changes after exposure to WS-PM_2.5_ are not those related with aging/lifespan regulation for human beings. Subsequently, we found that 22 human genes in entire human genome on NCBI were homologous to the 35 nematode DEGs (62 transcription sequences). In addition, we analyzed these 22 homologous genes for disease-related radar analysis, and obtained 20 most relevant diseases. Among them, tumors were found to have the largest number of related genes, and 14 genes were associated with them; metabolic diseases with the highest gene density were 7.28.

Comparing the results of radar analysis with existing epidemiological studies, a study in Nagpur, India showed that the top 5 health risks attributed to PM_2.5_ exposure in the area were acute in children (under 5 years old). Lower respiratory tract infections, ischemic heart disease, chronic obstructive pulmonary disease, stroke, and lung cancer in adults (>25 years old) (46). These 5 diseases are basically included in the disease radar analysis results using homologous genes of human and nematode DEGs (S3, S4). In addition, multiple epidemiological results have reported that PM_2.5_ exposure is related to kidney, blood lipid levels and cardiovascular disease. PM_2.5_ was closely associated with kidney injury, especially chronic kidney disease (CKD), studies showed that PM_2.5_ concentrations were positively associated with the risk of CKD, even harder in younger adults (< 65 years) and men than in elder populations (≥65 years) and women (3). In middle-aged women, long-term exposure to PM_2.5_ can increase the prevalence of cardiac metabolic diseases, and the most relevant is hyperlipoproteinemia; PM_2.5_ exposure is negatively correlated with the protective lipoprotein content in the body and positively correlated with the atherosclerotic lipoprotein content (10, 47, 48). In addition, a meta-analysis showed that there is a close relationship between outdoor PM_2.5_ and gestational diabetes (49).

## Conclusion

From the above results, it suggested that short-term treatment of PM_2.5_ showed toxic effects on normal development of *C. elegans* and long-term treatment showed a negative effect on lifespan, while both short-term and long-term exposure of PM_2.5_ could shorten healthspan involving in IIS pathway-dependent regulation. But beyond that, the regulatory effect may also involve 35 DEGs found in new screening, which may induce disorders in lipid metabolism and transport, and are partially homologous to humans. Disease radar analysis of these 22 homologous genes showed that they were associated with a variety of human diseases, among which tumor genes had the most number of related genes (14/22), and metabolic diseases had the highest intensity (7.28). The results obtained are basically consistent with the results of current epidemiological studies.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE214215.

## Author contributions

WZ: investigation, data curation, analysis, and writing—original draft. ZL: investigation, data analysis, and editing. GL: conceptualization, resources, and writing—review and editing. LK, HJ, and NZ: investigation. JN and SG: investigation guidance. YZ, XW, and JT: PM_2.5_ extraction. All authors contributed to the article and approved the submitted version.

# Supplementary material for: PM2.5 induce lifespan reduction, insulin/IGF-1 signaling pathway disruption and lipid metabolism disorder in Caenorhabditis elegans
**Source:** Front Public Health. 2023 Feb 2;11:1055175. doi: 10.3389/fpubh.2023.1055175
**Supplement:** Supplementary file 1

**S1. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 5-d PM_2.5_ Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGENE00006928 | Vitellogenin-4(*vit-4*) | 0.175652985 | 2.3549E-15 | *vit-4* is an ortholog of human CTD-3088G3.8; expected to have lipid transporter activity and nutrient storage activity | No human diseases data for *vit-4* |
| WBGENE00006927 | Vitellogenin-3(*vit-3*) | 0.247963555 | 2.1402E-12 | *vit-3* is an ortholog of human CTD-3088G3.8; is expected to have lipid transporter activity and nutrient activity; expressed in the intestine. | No human diseases data for *vit-3* |
| WBGENE00006925 | Vitellogenin-1(*vit-1*) | 0.275743733 | 4.7932E-28 | *vit-1* is an ortholog of human CTD-3088G3.8; expected to have lipid transporter activity and nutrient storage activity | No human diseases data for *vit-1* |
| WBGENE00008205 | Probable S-adenosylmethionine synthase 1(*sams-1*) | 0.322841959 | 5.9158E-09 | *sams-1* is an ortholog of human MAT1A and MAT2A; it is expected to have ATP-binding activity, metal ion-binding activity and methionine adenosyltransferase activity; participate in the negative regulation of lipid storage; in body wall muscle tissue, Expression in dorsal and ventral nerve cords. | Methionine Adenosyltransferase I/III Deficiency |
| WBGENE00021335 | SaPosin-like Protein family(*spp-23*) | 0.348420158 | 0.002386 | *spp-23* is rich in DA neurons, VA neurons, intestinal and pharyngeal muscle cells; affected by a variety of genes, including daf-16, glp-1, and daf-12; affected by rotenone, tunicamycin, and D-glucose The effects of 13 chemicals included; are expected to encode proteins with the following domains: a sphingolipid B-type domain and a sphingolipid-like domain. | No human diseases data for *spp-23* |
| WBGENE00001244 | Elongation of very long chain fatty acids protein 6(elo-6) | 0.359384477 | 1.2342E-06 | *elo-6* is an ortholog of human ELOVL3 and ELOVL6; it is expected to have transferase activity to transfer acyl groups other than aminoacyl groups; it is expressed in amphid neurons, intestines, nerve rings and vulva. | *No human diseases data for elo-6* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM_2.5_ concentration: 119 μg/mL.

**S1. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 5-d PM_2.5_ Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGENE00001243 | Elongation of very long chain fatty acids protein(elo-5) | 0.406407801 | 0.016789 | *elo-5* is an ortholog of human ELOVL3 and ELOVL6; is expected to have transferase activity, transfer acyl groups other than aminoacyl groups; and is expressed in amphid neurons and intestines. | *No human diseases data for elo-5* |
| WBGENE00022645 | hypothetical protein(ZK6.11) | 0.382412079 | 0.0025727 | ZK6.11 participates in the innate immune response; it is localized on membrane rafts. | *No human diseases data for ZK6.11* |
| WBGENE00018488 | fatty Acid CoA Synthetase family(acs-1) | 0.407705691 | 0.000037883 | *acs-1* is an ortholog of human ACSF2 (acyl-CoA synthetase 2); it is expected to have catalytic activity; participates in the establishment or maintenance of epithelial apical / basal polarity; is expressed in the intestine, nervous system, and somatic gonads | Acyl-CoA Synthetase Fanily, Member2, ACSF2 |
| WBGENE00013073 | H(+) MyoInositol coTransporter(hmit-1.1) | 0.414171446 | 0.00047664 | *hmit-1.1* is an ortholog of human SLC2A13; is expected to have transmembrane transporter activity; it is localized on the apical plasma membrane; and is expressed in intestinal cells. | （Promote glucose transporter） |
| WBGENE00012251 | C-type LECtin(clec-49) | 0.425726854 | 0.0077642 | *clec-49* is an ortholog of human COLEC11, CD302, and LY75; it is expected to have monosaccharide binding activity. | *No human diseases data for clec-49* |
| WBGENE00001397 | Delta(9)-fatty-acid desaturase fat-5(*fat-5*) | 0.469110598 | 0.000011648 | *fat-5* is an ortholog of human SCD (stearoyl-CoA desaturase) and SCD5 (stearoyl-CoA desaturase 5); it is expected to have stearoyl-CoA 9-desaturase activity; participate in Long-chain fatty acid biosynthetic processes and multicellular biological development; expressed in the intestine and tail. | Genes：Stearoyl-CoA desaturase; Stearoyl-CoA desaturase 5 |
| WBGENE00007455 | UDP-glucuronosyltransferase(*ugt-22*) | 0.324974855 | 0.0011031 | *ugt-22* is an ortholog of human UGT3A1 and UGT3A2; it is expected to have glucuronyl transferase activity*.* | No human diseases data for *ugt-22* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM_2.5_ concentration: 119 μg/mL.

**S1. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 5-d PM_2.5_ Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGENE00003482 | Transmembrane cell adhesion receptor mua-3(*mua-3*) | 0.488421969 | 0.040146 | *mua-3* is an ortholog of human FBN1, FBN2, and FBN3; it is expected to have collagen-binding activity and intermediate filament-binding activity; participate in cell-matrix adhesion; localize to hemi desmosome and intermediate filament; express in multiple tissues , Including the epithelial system, muscle cells, rectum and sensory organs; used to study Marfan syndrome; human orthologs of this gene are involved in Weill-Marchesani syndrome, distal joint disease, and eye disease (multiple)*.* |  |
| WBGENE00008476 | hypothetical protein(*E03H4.8*) | 2.027216258 | 0.0010028 | *E03H4.8* is an ortholog of human COPB2 (the coat protein complex subunit β2); it is expected to have structural molecular activity. | Coatomer protein complex, β-2 subunit; COPB 2 |
| WBGENE00009724 | hypothetical protein(*F45D3.4*) | 2.049966026 | 7.4436E-07 | *F45D3.4* is rich in various tissues including body wall muscle tissue, germline precursor cells, subcutaneous tissue, intestine and nervous system; affected by genes including *daf-16, daf-2* and *let-60*; affected by fifteen Effects of various chemicals (including ethanol, 1-methylnicotinamide and rotenone). | No human diseases data for *F45D3.4* |
| WBGENE00003999 | P-GlycoProtein related(*pgp-5*) | 2.067661472 | 0.0042253 | *pgp-5* is an ortholog of human ABCB4, ABCB11 and ABCB1; it is expected to have efflux transmembrane transporter activity; participates in multiple processes: defense response to bacteria, response to drugs and stress response to metal ions; expressed in the intestine. | No human diseases data for *pgp-5* |
| WBGENE00010790 | Alcohol dehydrogenase 1(*sodh-1*) | 2.091299952 | 0.00093967 | *sodh-1* is expected to have alcohol dehydrogenase (NAD) activity and metal ion-binding activity; participate in defense responses against Gram-positive bacteria; and be expressed in subcutaneous tissues, muscle cells, and the nervous system*.* | No human diseases data for *sodh-1* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM_2.5_ concentration: 119 μg/mL.

**S1. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 5-d PM_2.5_ Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGENE00007875 | Downstream Of DAF-16 (regulated by DAF-16) (*dod-24*) | 2.132432389 | 2.0725E-06 | *dod-24* is involved in a defensive response to Gram-negative bacteria. | No human diseases data for *dod-24* |
| WBGENE00009221 | fatty Acid CoA Synthetase family(*acs-2*) | 2.13864941 | 0.0042253 | *acs-2* is an ortholog of human ACSF2; is expected to have catalytic activity; participate in fatty acid metabolism; localize to mitochondria; and is expressed in the digestive system, digestive tract, subcutaneous tissue, muscle system and nervous system. | Gene：Acyl-CoA synthase family, member 2; ACSF 2 |
| WBGENE00001828 | Zinc metalloproteinase nas-34(*hch-1*) | 2.188890826 | 0.00049242 | *hch-1* is expected to have metal endopeptidase activity and zinc ion binding activity; participate in hatching and neuron migration; and be expressed in subcutaneous tissues. | No human diseases data for *hch-1* |
| WBGENE00022816 | FiBrilliN homolog(*fbn-1*) | 2.23225215 | 0.00038773 | *fbn-1* is an ortholog of human FBN3, STAB1 (stabilizing protein 1) and STAB2 (stabilizing protein 2); it is expected to have calcium ion binding activity. | Disease：Marfan Syndrome |
| WBGENE00001075 | DumPY: shorter than wild-type(*dpy-14*) | 2.240001968 | 7.6487E-09 | *dpy-14* is an ortholog of human COL5A1 (collagen Vα1 chain), MARCO and COL11A1 (collagen XIα1 chain); is expected to be a structural component of the stratum corneum; in the epithelial system, head, nervous system and sensory organs expression. | No human diseases data for *dpy-14* |
| WBGENE00009926 | NOmpA Homolog (Drosophila nompA: no mechanoreceptor potential A)(*noah-2*) | 2.286118204 | 0.0035257 | *noah-2* participates in the molting cycle. Loss of noah-2 function through RNAi indicates that NOAH-2 activity is necessary for molting; in addition, NOAH-2 appears to be necessary for embryo and larval development, reproduction, coordinated movement, and overall animal health. | No human diseases data for *noah-2* |
| WBGENE00003473 | Metallothionein-1(*mtl-1*) | 2.312735053 | 1.6126E-06 | *mtl-1* is expected to have cadmium ion binding activity, copper ion binding activity, and zinc ion binding activity; participate in several processes, including response to cadmium ion, response to heat, and response to lead ion; in the intestine and pharynx expression. | No human diseases data for *mtl-1* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM_2.5_ concentration: 119 μg/mL.

**S1. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 5-d PM_2.5_ Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGENE00017498 | Protein Up-regulated in Daf-2(gf)(*pud-4*) | 2.377919704 | 0.00001854 | *pud-4* is expressed in hyp7 syncytia. | No human diseases data for *pud-4* |
| WBGENE00006366 | hypothetical protein (*sym-1*) | 2.301700308 | 1.1428E-07 | *sym-1* is an ortholog of human LRG1; it is localized in extracellular space. Sym-1 encodes a protein containing 15 consecutive leucine-rich repeats (LRRs) that overlap functionally with sym-5 and interact with mec-8. Attachment of extracellular stratum corneum; expression begins at embryonic elongation, and SYM-1 is secreted from the apical subcutaneous surface of the embryo; microarray analysis indicates that sym-1 transcript is reduced in lin-14 loss-of-function mutants, indicating LIN-14 Positively regulates sym-1 expression. | No human diseases data for *sym-1* |
| WBGENE00007479 | hypothetical protein(*C09F9.2*) | 2.429399918 | 0.00015532 | *C09F9.2* is enriched in OLL, PVD and subcutaneous tissue; affected by genes such as daf-2, clk-1 and sir-2.1; affected by 13 chemicals, including methyl hydroxide, 1-methylnicotinamide and rotenone ; Is expected to encode a protein with the following domains: SEA domain, EGF-like domain, trypsin inhibitor-like, cysteine-rich domain, DOMON domain, EGF-like domain, serine protease inhibitor-like superfamily And SEA domain superfamily. | No human diseases data for *C09F9.2* |
| WBGENE00003766 | QWGYGGY-amide(*nlp-28*) | 3.946845375 | 0.011108 | *nlp-28* is enriched in body wall muscle cells, germline, intestinal and pharyngeal muscle cells; affected by genes including daf-16, daf-2 and daf-12; affected by rotenone, manganese chloride and levamisole Effects of 17 chemicals; encodes neuropeptide-like proteins. | No human diseases data for *nlp-28* |
| WBGENE00017484 | hypothetical protein(*F15E6.3*) | 4.36596329 | 0.0078204 | Enriched in the intestine; affected by genes such as daf-16, daf-2, and dpy-10; affected by fifteen chemicals, including 1-methylnicotinamide, methylmercury chloride, and rotenone. | No human diseases data for *F15E6.3* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM_2.5_ concentration: 119 μg/mL.

**S1. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 5-d PM_2.5_ Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGENE00021236 | Protein Up-regulated in Daf-2(gf)(*pud-1.2*) | 2.692226891 | 0.000011648 | *pud-1.2* is expressed in subcutaneous tissue and intestine.Genetic Manual Gene Description PUD-1.2 and PUD-1.1 together encode a protein of unknown function (CE25224); during temperature changes of 15-25 ° C, daf-2 mutants and wild-type adults have PUD-1.2 / PUD-1.1 Protein content is significantly higher; pud-1.2 (RNAi) animals have no obvious mutant phenotype (ie, they have no obvious defects in fertility or germline maintenance); PUD-1.2 / PUD-1.1 proteins are specific for nematodes Family, including paralogs PUD-2.1, PUD-2.2, PUD-3 and PUD-4. | No human diseases data for *pud-1.2* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM_2.5_ concentration: 119 μg/mL.

# Supplementary material for: PM2.5 induce lifespan reduction, insulin/IGF-1 signaling pathway disruption and lipid metabolism disorder in Caenorhabditis elegans
**Source:** Front Public Health. 2023 Feb 2;11:1055175. doi: 10.3389/fpubh.2023.1055175
**Supplement:** Supplementary file 2

**S2. Differentially Expressed Genes and The Functional Annotation at Nematodes after a 10-Day PM2.5 Exposure**

| Gene ID | David Gene Name | fold change | Q value | Functional Notes | Human Diseases |
| --- | --- | --- | --- | --- | --- |
| WBGene  00000551 | *clx-1* | 3.435928464 | 1.75E-24 | *clx-1* is affected by genes such as daf-16, daf-2, and glp-1; it is affected by eight chemicals including rotenone, proanthocyanidins, and sodium chloride | No human diseases data for *clx-1* |
| WBGene  00011321 | *fil-1* | 3.177297103 | 0.01363 | *fil-1* shows lipase activity; it is involved in lipid catabolism. | No human diseases data for *fil-1* |
| WBGene  00017892 | *F28B4.3* | 2.236743773 | 2.54E-05 | *F28B4.3* is enriched in intestinal and pharyngeal muscle cells; affected by genes including daf-16, daf-2, and skn-1; 15 chemicals including rotenone, manganese chloride, and mianserin Impact. | No human diseases data for *F28B4.3* |
| WBGene  00044206 | *T26H5.9* | 0.472766593 | 4.34E-07 | *T26H5.9* is rich in digestive system, digestive tract, muscle system and nervous system; affected by genes such as daf-16, daf-2 and glp-1; affected by sixteen chemicals, including methyl hydroxide, 1 -Methylnicotinamide and rotenone. | No human diseases data for *T26H5.9* |

note：q value (p-adjusted) is the adjusted p value. The smaller the q value, the more significant the difference in gene expression. PM2.5 concentration: 119 μg / mL.

# Supplementary material for: PM2.5 induce lifespan reduction, insulin/IGF-1 signaling pathway disruption and lipid metabolism disorder in Caenorhabditis elegans
**Source:** Front Public Health. 2023 Feb 2;11:1055175. doi: 10.3389/fpubh.2023.1055175
**Supplement:** Supplementary file 3

**S3. BLAST results of nematode differential genes and human genes after PM_2.5_ (119 μg / mL) exposure for 5 and 10 d respectively**

| Nematode Gene | Discontigous megablast | | | |
| --- | --- | --- | --- | --- |
|  | Human Homologous Gene | Features | E value | Homology |
| *acs-1.a* | No significant similarity found. |  |  |  |
| *acs-1.b.1* | No significant similarity found. |  |  |  |
| *acs-1.b.2* | No significant similarity found. |  |  |  |
| *acs-1.c* | No significant similarity found. |  |  |  |
| *acs-2* | No significant similarity found. |  |  |  |
| *C09F9.2* | ATP11B | ATPase phospholipid transporter 11B (hypothesis) | 2.6 | 81.40% |
| *clec-49* | No significant similarity found |  |  |  |
| *dod-24.b* | No significant similarity found. |  |  |  |
| *dod-24.a* | No significant similarity found |  |  |  |
| *dpy-14* | PHLPP2 | PH domain and leucine-rich repeat protein phosphatase 2 | 0.042 | 82.00% |
| *E03H4.8* | No significant similarity found |  |  |  |
| *elo-5.a* | ETS1 | ETS proto-oncogene 1, transcription factor | 0.46 | 86.11% |
|  | ELOVL3 | ELOVL fatty acid elongase 3 | 1.6 | 75.00% |
| *elo-5.b* | ETS1 | ETS proto-oncogene 1, transcription factor | 0.47 | 86.11% |
|  | ELOVL3 | ELOVL fatty acid elongase 3 | 1.7 | 75.00% |
| *elo-6* | No significant similarity found in genomic sequence. |  |  |  |

**S3. BLAST results of nematode differential genes and human genes after PM_2.5_ (119 μg / mL) exposure for 5 and 10 d respectively**

| Nematode Gene | Discontigous megablast | | | | |
| --- | --- | --- | --- | --- | --- |
|  | Human Homologous Gene | | Features | E value | Homology |
| *fbn-1.a.1* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.b* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.d* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.e* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.f* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.g* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.h* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.i* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.j* | No significant similarity found in genomic sequence |  | |  |  |
| *fbn-1.k* | No significant similarity found in genomic sequence |  | |  |  |
| *hch-1* | No significant similarity found in genomic sequence |  | |  |  |
| *hmit-1.1* | No significant similarity found |  | |  |  |
| *mtl-1* | No significant similarity found |  | |  |  |
| *mua-3.a* | No significant similarity found |  | |  |  |
| *mua-3.b* | No significant similarity found |  | |  |  |
| *nlp-28* | KRTAP20-1 | Keratin-related protein 20-1 | | 0.15 | 78.43% |
| *noah-2* | No significant similarity found |  | |  |  |

**S3. BLAST results of nematode differential genes and human genes after PM_2.5_ (119 μg / mL) exposure for 5 and 10 d respectively**

| Nematode Gene | Discontigous megablast | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Human Homologous Gene | | Features | E value | | Homology | |
| *sams-1.a* | MAT1A | Methionine adenosyl transferase 1A | | | 8e-26 | | 77.16% |
|  | MAT2A | Methionine adenosyl transferase 2A | | | 6e-21 | | 77.54% |
|  | EEA1 | Early endosome antigen 1 | | | 6e-21 | | 66.67% |
| *sams-1.b* | MAT1A | Methionine adenosyl transferase 1A | | | 1e-25 | | 77.16% |
|  | MAT2A | Methionine adenosyl transferase 2A | | | 8e-21 | | 77.54% |
|  | EEA1 | Early endosome antigen 1 | | | 8e-21 | | 66.67% |
| *sams-1.c* | MAT1A | Methionine adenosyl transferase 1A | | | 1e-25 | | 77.16% |
|  | Methionine adenosyl transferase 2A | Methionine adenosyl transferase 2A | | | 8e-21 | | 77.54% |
|  | EEA1 | Early endosome antigen 1 | | | 8e-21 | | 66.67% |
| *ugt-22.a* | No significant similarity found |  | | |  | |  |
| *ugt-22.b* | No significant similarity found |  | | |  | |  |
| *vit-1* | No significant similarity found |  | | |  | |  |
| *vit-3* | No significant similarity found |  | | |  | |  |
| *vit-4* | No significant similarity found |  | | |  | |  |
| *ZK6.11.a.1* | No significant similarity found |  | | |  | |  |
| *ZK6.11.a.2* | STK3 | Serine / threonine kinase 3 | | | 8.5 | | 82.05% |

**S3. BLAST results of nematode differential genes and human genes after PM_2.5_ (119 μg / mL) exposure for 5 and 10 d respectively**

| Nematode Gene | Discontigous megablast | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Human Homologous Gene | Features | | | E value | | Homology |
| *ZK6.11.b.1* | No significant similarity found | |  |  | |  | |
| *sym-1* | No significant similarity found | |  |  | |  | |
| *F15E6.3* | No significant similarity found | |  |  | |  | |
| *F45D3.4.a.1* | No significant similarity found | |  |  | |  | |
| *F45D3.4.a.2* | No significant similarity found | |  |  | |  | |
| *F45D3.4.b.1* | GRIPAP1 | | GRIP1-related protein 1 | 1.4 | | 78.00% | |
| *F45D3.4.b.2* | TFE3 | | Binding of transcription factor to IGHM enhancer 3 | 1.4 | | 78.00% | |
| *spp-23* | No significant similarity found | |  |  | |  | |
| *pud-1.2* | No significant similarity found | |  |  | |  | |
| *pud-4.a* | No significant similarity found | |  |  | |  | |
| *pud-4.b* | No significant similarity found | |  |  | |  | |
| *sodh-1* | No significant similarity found | |  |  | |  | |
| *fat-5* | CDRT15L2 | | CMT1A duplicated region transcript 15 like 2 | 7e-06 | | 66.82% | |
|  | SCD | | Stearoyl-CoA desaturase | 6.7 | | 68.00% | |
| *pgp-5.b* | No significant similarity found | |  |  | |  | |

**S3. BLAST results of nematode differential genes and human genes after PM_2.5_ (119 μg / mL) exposure for 5 and 10 d respectively**

| Nematode Gene | Discontigous megablast | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Human Homologous Gene | Features | E value | | Homology | |
| *pgp-5.a* | GOLGA8G  GOLGA8F  LOC102723534 | golgin A8 family member G  golgin A8 family member F | | 4e-15 | | 67.11% |
|  | ABCB10P4  ABCB10P3 | ATP-binding cassette subfamily B member 10 pseudogene 4  ATP-binding cassette subfamily B member 10 pseudogene 3 | | 4e-15 | | 68.38% |
|  | GOLGA8G | golgin A8 family member G | | 4e-15 | | 68.38% |
|  | ABCB10P4  ABCB10P3 | ATP-binding cassette subfamily B member 10 pseudogene 4  ATP-binding cassette subfamily B member 10 pseudogene 3 | | 4e-15 | | 68.38% |
|  | ABCB4 | ATP-binding box subfamily member B 4 | | 5e-14 | | 76.27% |
|  | ABCB10P1 | ATP-binding cassette subfamily B member 10 pseudogene 1 | | 5e-14 | | 66.78% |
|  | ABCB10P1 | ATP-binding cassette subfamily B member 10 pseudogene 1 | | 5e-14 | | 66.78% |
|  | ABCB11 | ATP-binding box subfamily member B 11 | | 1e-08 | | 73.45% |
|  | ABCB11 | ATP-binding box subfamily member B 11 | | 1e-08 | | 73.45% |
|  | NSUN6 | NOP2/Sun RNA Methyltransferase Family Member 6 | | 2.0 | | 79.17% |

**S3. BLAST results of nematode differential genes and human genes after PM_2.5_ (119 μg / mL) exposure for 5 and 10 d respectively**

| Nmatode Gene | Discontigous megablast | | | |
| --- | --- | --- | --- | --- |
|  | Human Homologous Gene | Features | E value | Homology |
| *clx-1* | No significant similarity found |  |  |  |
| *fil-1* | No significant similarity found |  |  |  |
| *F28B4.3* | No significant similarity found |  |  |  |
| *T26H5.9* | No significant similarity found |  |  |  |

# Supplementary material for: PM2.5 induce lifespan reduction, insulin/IGF-1 signaling pathway disruption and lipid metabolism disorder in Caenorhabditis elegans
**Source:** Front Public Health. 2023 Feb 2;11:1055175. doi: 10.3389/fpubh.2023.1055175
**Supplement:** Supplementary file 4

**S4. Human genetic disease radar analysis table of 35 PM_2.5_-related differential genes related to nematodes**

| Disease | No. of Gene | Name of the Genes | Intensity |
| --- | --- | --- | --- |
| Neoplasms | 14 | ETS1, TFE3, STK3, SCD, PHLPPS2, ABCB4, MAT2A, ABCB11, EEA1, GRIPAP1, MAT1A, ATP11B, GOLGA8G, GOLGA8F | 1.24 |
| Genetic Diseases, Inborn | 10 | ABCB4, ABCB11, ETS1, TFE3, MAT1A, SCD, MAT2A, EEA1, ATP11B, GRIPAP1 | 1.86 |
| Breast Neoplasms | 8 | ETS1, SCD, STK3, PHLPP2, ABCB4, ABCB11, ATP11B | 1.7 |
| Diabetes Mellitus | 8 | SCD, ABCB11, ETS1, ABCB4, TFE3, MAT1A, MAT2A, EEA1 | 2.01 |
| Liver Diseases | 8 | ABCB4, ABCB11, ETS1, MAT1A, SCD, STK3, GRIPAP1, ELOVL3 | 2.63 |
| Metabolic Diseases | 8 | SCD, ABCB4, ABCB11, ETS1, MAT1A, MAT2A, TFE3, EEA1, ABCB4, TFE3, EEA1, ABCB11, PHLPP2,ELOVL3 | 7.28 |
| Diseases | 7 | ETS1, ABCB4, TFE3, EEA1, ABCB11, PHLPP2, ELOVL3 | 2.17 |
| Carcinoma, Hepatocellur | 7 | ETS1, MAT1A, MAT2A, ABCB11, ABCB4, SCD, TFE3 | 2.63 |
| Kidney Diseases | 7 | TFE3, MAT2A, ETS1, SCD, EEA1, ABCB11, PHLPP2 | 2.63 |
| Shock | 7 | ETS1, STK3, MAT2A, ABCB4, SCD, ABCB11, NSUN6 | 3.25 |
| HIV Infections | 7 | EEA1, ETS1, SCD, MAT2A, ABCB4, TFE3, ABCB11 | 1.86 |

Note: Differentially expressed genes after PM_2.5_ (119 μg/mL) exposure for 5 d.

**S4. Human genetic disease radar analysis table of 35 PM_2.5_-related differential genes related to nematodes**

| Disease | No. of Gene | Name of the Genes | Intensity |
| --- | --- | --- | --- |
| Carcinogenesis | 7 | ETS1, SCD, MAT1A, MAT2A, ATK3, TFE3 | 3.41 |
| Motor Neuron Disease | 7 | MAT1A,MAT2A,STK3,EEA1,PHLPP2,GRIPAP1,CDRT15L2 | 1.39 |
| Fibrosis | 6 | ABCB4, ABCB11, ETS1, MAT2A, STK3, EEA1 | 3.56 |
| Growth Disorders | 6 | ETS1, MAT2A, ABCB4, TFE3, EEA1, ABCB11 | 2.32 |
| Heart Failure | 6 | MAT1A, MAT2A, ABCB4, SCD, STK3, ABCB11 | 3.1 |
| Auditory Perceptual Disorders | 6 | MAT1A, MAT2A, SCD, STK3, EEA1, NSUN6 | 2.63 |
| Cardiovascular Diseases | 5 | SCD, MAT1A, ABCB11, MAT2A, ABCB4 | 1.86 |
| Death | 5 | ABCB4, SCD, STK3, ETS1, ABCB11 | 2.01 |
| Dificiency Diseases | 5 | EEA, ETS1, MAT1A, STK3, ABCB11 | 2.17 |

Note: Differentially expressed genes after PM_2.5_ (119 μg/mL) exposure for 5 d.

# Supplementary material for: PM2.5 induce lifespan reduction, insulin/IGF-1 signaling pathway disruption and lipid metabolism disorder in Caenorhabditis elegans
**Source:** Front Public Health. 2023 Feb 2;11:1055175. doi: 10.3389/fpubh.2023.1055175
**Supplement:** Supplementary file 6

## Slide 1

# Lipofucin-5d-Ctrl

## Slide 2

# Lipofucin-5d-Low

## Slide 3

# Lipofucin-5d-High

## Slide 4

# Lipofucin-10d-Ctrl

## Slide 5

# Lipofucin-10d-Low

## Slide 6

# Lipofucin-10d-High

## Slide 7

# Oil red staining-Ctrl #1

## Slide 8

# Oil red staining-Ctrl #2

## Slide 9

# Oil red staining-Ctrl #3

## Slide 10

# Oil red staining-Low #1

## Slide 11

# Oil red staining-Low #2

## Slide 12

# Oil red staining-Low #3

## Slide 13

# Oil red staining-High #1

## Slide 14

# Oil red staining-High #2

## Slide 15

# Oil red staining-High #3

How the deposited data were processed for this re-analysis (not part of the article)

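Whole wild-type nematodes were measured by RNA-Seq after 5 d, 1 library from sham-treated worms and 1 library from worms exposed to WS-PM_2.5_ at 119 μg/mL. For the FPKM values, the authors removed low-quality reads and adapters, built the genome index with Bowtie2 2.2.3, aligned 50 bp single-end reads with TopHat2 2.0.12, counted uniquely mapped reads per gene with HTSeq 0.6.1, and divided by gene length and library total before the values were deposited. The genome build is ce11 in the submitters' processing notes, and the strand setting of the counting is not given in the sources used here. For their own list of DEGs the authors scaled counts with edgeR and tested them with DEGSeq (1.20.0). That step was not repeated here, neither on the deposited FPKM values nor on the reads recovered from them. Reads lost to the unique-mapping step are absent from the values, which matters for genes with similar copies such as the vitellogenins and the PUD genes.

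From the deposited values, gene names and coordinates were attached by gene ID from Ensembl release 115 (WBcel235, the same assembly as ce11), in which 20194 of 20541 genes were found and 347 were not. A symbol was found for 19587 genes. The names *sodh-1* and *ZK6.11*, which the annotation gives as *adh-1* and *irg-8*, were matched through the gene IDs of Table S1. The sums of FPKM were 838359 in sham and 825336 in WS-PM_2.5_, and Pearson's r between the libraries, across genes, was 0.983 on the log2(FPKM + 0.1) scale. In sham 1833 genes and in WS-PM_2.5_ 1580 genes were listed at 0, of which 966 in both. The number of genes above 0 in both libraries equals the total printed in Figure 2A.

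Whole reads per gene were recovered from the FPKM values, since a value is a whole number of reads divided by a gene length in whole base pairs and by the library total, within a relative tolerance of 1e-09. Where several lengths were possible, the multiple nearest to the annotated exon length was taken, and 95.5% of the annotated genes then had a length within 30% of it. The reads summed over genes differ from the library totals implied by the values, so the number of reads behind a gene is uncertain by its length, while the FPKM ratio does not depend on it. The 10 genes with most reads took 7.54% of the reads in sham and 6.81% in WS-PM_2.5_. Intervals of a ratio are exact (Clopper-Pearson) 95% intervals on the share of a gene's reads in the WS-PM_2.5_ library, and cover counting error only.

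The fold was log2 of the ratio after adding 0.1 FPKM, which understates the fold of low genes, and counts used genes with a mean of at least 1 FPKM. The 44 gene lists were fixed in advance. Of their entries, 1658 were matched to a gene and 23 names were not. A list's median log2 fold was set among the medians of 10000 random lists of the same size, drawn with replacement within 20 bins of mean FPKM with a fixed seed. The genes named are those named in the Results, the 31 genes of Table S1 and 7 genes of insulin signaling and heat shock, the 10 genes furthest from 0 in each direction among those with a mean of at least 10 FPKM, and up to 4 members of each list furthest from 0. The folds in Table S1 had been seen when this rule was written. *vit-5* and *vit-6* were added after their values were seen.

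The alternatives were a pseudocount of 1 or 0.01 FPKM, no filter on low values, a mean of at least 5 FPKM, the median log2 fold set to 0, values rescaled to a common sum (TPM), lists without the genes of Table S1, the mean in place of the median of a list, and 10 bins in place of 20. The steps were tested on simulated data drawn from the mean reads of these libraries and the gene lengths used. There, 97.2% of 20541 simulated genes had both read numbers recovered, all of 100 genes raised and 100 genes lowered 4-fold were called in the simulated comparison of WS-PM_2.5_ with sham, and 96.5% of 200 unchanged lists of 20 genes lay between the 2.5 and 97.5 percentiles. Values per animal in Table 5 of the supplement were compared between each exposed group and its control by a two-sided permutation test of the difference of means with 100000 resamples, and p-values were adjusted by the Benjamini-Hochberg method over 22 comparisons. The animals are the unit of these tests, since plates are not given in that table. The paper's methods describe parallel plates for lifespan and repeats of the body size and locomotion assays. Animals that share a plate or repeat are not independent, so these p-values cover the spread between animals only and may be too small. For several groups the table holds fewer animals than the figure legends give, such as 32 control and 40 exposed *daf-2(e1370)* animals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.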

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

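The tests of the summed yolk FPKM, the intestine markers, the fasting genes and the embryonic genes were chosen only after at least part of the values they measure had been seen. The conditions that leave the tests of similar copies and of fasting genes open were also added after their medians were seen.

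The genes in this paragraph lie outside those the paper discusses, and had the largest folds higher among genes with a mean of at least 10 FPKM outside Table S1. *F12A10.1* was 9.03 FPKM in sham and 29.1 FPKM in WS-PM_2.5_, a ratio of 3.23 (counting interval 2.08 to 5.18, from 26 and 99 reads). *zip-7*, a bZIP transcription factor gene, was 7.98 and 20.2 FPKM, a ratio of 2.53 (2.05 to 3.14). *nlp-33*, an antimicrobial peptide gene of the epidermis, was 11.3 and 28.5 FPKM, a ratio of 2.52 (1.77 to 3.67). The gene with the ID WBGene00185075, for which the annotation used here has no entry, was 15.5 and 37.5 FPKM, a ratio of 2.43 (1.47 to 4.14).

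The rarer yolk genes *vit-1*, *vit-3* and *vit-4* were lower by over 2-fold in the WS-PM_2.5_ library, while *vit-2* and *vit-6* were lower by less (ratios 0.849 and 0.898) and *vit-5* was not (1.04). These ratios argue against an equal drop of all 6 yolk genes. They leave open a smaller drop shared by the yolk genes other than *vit-5*. The summed FPKM, 11599.8 in sham and 10313.8 in WS-PM_2.5_ (ratio 0.889), is almost wholly that of the 3 abundant genes and adds nothing to these ratios. Another candidate explanation is that a part of the reads of the abundant copies was assigned to the rarer ones at a rate that differed between the libraries. In 9 genes of other families that were at least 10 times less abundant than a similar copy, the median log2 fold was 0.11 (0.1124), on the side set beforehand to count against this explanation, although *fat-7* was lowest at -1.11. It is left open, because only 4 of the 9 were as rare beside their partner as the yolk genes and how similar their sequences are was not checked, and an effect of the exposure on these 3 genes also stays open, untested without replicates.

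*elo-5*, *elo-6*, *fat-5* and *acs-1* were lower and *acs-2* higher in the WS-PM_2.5_ library. A smaller share of intestine in that sample might lower intestinal genes together, but the median of the 14 intestine markers was -0.26 (bootstrap interval -0.52 to -0.10) against -1.28 for the 4 genes, which argues against it as the source of most of their difference. These 4 genes were picked by the study for their folds, single intestine markers reached -1.12, and the median of the other fatty acid synthesis genes, -0.30, lies within the interval, so that less intestine stays open for those. Less food taken up is another candidate explanation. For 8 measured genes known to rise in fasting, other than *acs-2*, the median was 0.21 (bootstrap interval -0.08 to 0.83). Single genes ran from -0.72 (*lipl-3*) to 1.94 (*fil-1*), so these few genes cannot decide. Pharyngeal pumping, which the paper takes to reflect food intake, differed by -10.5% in the C_H_ group (permutation test, adjusted p = 0.0572). By medians it differed by -4.26% (same test, adjusted p = 0.551). The pharyngeal muscle list had a median of -0.55 (percentile 0). These values lie on the side of less food, while more lipid droplets in exposed worms, which the paper reports, lie on the other. Food intake of the sequenced worms was not measured, so fasting and a direct effect of the exposure cannot be told apart.

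Cuticle collagens and molting genes were higher in the WS-PM_2.5_ library. A candidate explanation is that the worms of that sample held more late embryos, which make their first cuticle before hatching. Over 9 embryonic genes that act outside the epidermis the median log2 fold was 0.19, at percentile 86.52 of the random lists, between the bounds set for and against this. These genes, among them *end-1*, *tbx-37* and *pes-10*, were chosen as embryonic and not as markers of a late stage. The test therefore cannot decide on late embryos. Lists set in advance lay on different sides. Genes of embryonic specification and morphogenesis had a median of 0.15 over 24 genes (percentile 97.78). The oocyte and early embryo list had a median of -0.07 over 26 genes (percentile 3.67). Neither list was chosen for late embryos. The number of eggs per worm was not measured in these samples, so a difference in embryos and an effect of the exposure on the epidermis cannot be told apart here.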

How the results depend on the processing

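All alternatives were set in advance. No paired analysis was possible because each condition has 1 library. Depth limits the fold of genes of low FPKM, which rests on a few reads. Of 396 list values under alternatives, 347 moved by no more than 1 SD of the random lists and 49 by more. Of the values of single named genes, 1051 kept their side of 2-fold, 20 no longer passed it (all with a pseudocount of 1 FPKM) and 5 passed it only under an alternative. For the values below, the cause was not tested beyond what each setting changes by its construction.

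With a pseudocount of 1 FPKM, 97 genes were higher and 94 lower by over 2-fold, and the cuticle collagens had a median of 0.14. With no filter there were 1284 and 1053 genes, and medians were 0.33 in CUB-like and infection response genes, 0.52 in adult collagens, 0.24 in cuticle collagens, 0.28 in epidermis, -0.0683 in neurons and -0.41 in pharyngeal muscle. With a mean of at least 5 FPKM there were 64 and 64 genes, and medians were -0.0012 in C-type lectins, 0.25 in CUB-like genes, -0.24 in DAF-16 class II targets, 0.60 in P-glycoproteins, 0.14 in cuticle collagens, 0.0651 in epidermal antimicrobial peptides, 0.0600 in epidermis, 0.0348 in glutathione S-transferases, -0.24 in insulin-like peptides, 0.0605 in proteases, 0.15 in lysozymes and saposin-like proteins, -0.27 in neurons, 0.10 in osmotic stress genes and -0.70 in pharyngeal muscle. With TPM, medians were 0.24 in cuticle collagens, -0.15 in ribosomal proteins and -0.33 in sperm genes. Without the genes of Table S1 they were -0.24 in DAF-16 class II targets, -0.30 in fatty acid synthesis, 0.10 in osmotic stress genes and -0.16 in vitellogenins. The PUD list then held only *pud-3*, at 0.81. Means in place of medians were 0.13 in C-type lectins, 0.22 in CUB-like genes, 0.12 in DAF-16 class I targets, 0.0944 in UDP-glucuronosyltransferases, -0.12 in antioxidant enzymes, 0.26 in cuticle collagens, 0.0510 in epidermal antimicrobial peptides, 0.29 in epidermis, -0.13 in beta-oxidation, -0.55 in fatty acid synthesis, -0.0377 in glutathione S-transferases, 0.0611 in glycolysis and citrate cycle, 0.10 in lipases, 0.0579 in proteases, -0.0215 in lysozymes and saposin-like proteins, 0.11 in the metal response, -0.17 in the methionine cycle, -0.31 in osmotic stress genes, -0.20 in propionate breakdown and -0.37 in sperm genes.

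For the values per animal, 35 of 44 alternatives kept their side of an adjusted p of 0.05. Lifespan and survival under heat were scored at set intervals, so their medians move in whole steps and are a coarse check. By medians, the difference no longer passed for N2 lifespan (-8.33% in C_L_ and -8.33% in C_H_), body length in C_L_ (-3.84%), *daf-16(mu86)* lifespan (0%), head thrash in C_H_ (-9.04%), lipofuscin after 10 d in C_H_ (44.2%) and survival under heat after 5 d in C_L_ (11.11%). On log2 values, lipofuscin after 10 d in C_H_ (25.114%) no longer passed and the pharyngeal pump in C_H_ (-13.5%) did.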

Differences from the paper's values

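The paper's count of genes differently expressed at day 5 is 31, at a fold above 2 or under 1/2 together with an adjusted p under 0.05, while 479 genes were past 2-fold here. The thresholds differ, since no p-value was calculated here and the count rests on the fold of FPKM alone. None of the alternatives set before the data were examined applied a p-value. They could not test whether the counts meet at the paper's threshold. Under none of them did the count come within 1.5 times of the paper's. It was 191 with a pseudocount of 1 FPKM, 536 with a pseudocount of 0.01 FPKM, 2337 with no filter, 128 with a mean of at least 5 FPKM, 484 with the median set to 0 and 580 with TPM. All 31 genes of the paper's list kept the paper's direction here, and *mua-3*, which the paper lists as lower, was past 2-fold here with a pseudocount of 0.01 FPKM or with the median set to 0 but not in the main calculation.

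For survival under heat after 5 d, the Results of the paper state no significant difference of either exposed group from the control, while its Discussion gives survival under heat as shortened after both exposure times. In the values per animal of Table 5, the C_L_ group lived 10.7% longer (20.8 ± 2.73 h, SD, 53 animals, against 18.8 ± 3.02 h, SD, 51 animals), with an adjusted p of 0.00229 from the permutation test and of 0.244 for the difference of medians. The C_H_ group, 4.11% longer, had an adjusted p of 0.263, which is on the side of the Results. Neither group had a shorter mean than the control after 5 d. For survival times the paper's methods name a Kruskal-Wallis rank sum test, which is not the test used here. The paper gives the pharyngeal pump as lower in the C_H_ group with statistical significance. Its methods name analysis of variance with a Bonferroni comparison for such values, which is not the test used here. The value here was -10.5% with an unadjusted p of 0.0416 and an adjusted p of 0.0572 from the permutation test, and the adjusted p was 0.0427 on log2 values and 0.551 for medians.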

Other observations

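Genes of pharyngeal muscle and of insulin-like peptides were lower as groups in the WS-PM_2.5_ library. All 8 measured genes of pharyngeal muscle, which pumps food into the intestine, were below 0, with a median log2 fold of -0.55 (percentile 0) and none past 2-fold. The myosins *myo-1* and *myo-2* were 6.05 and 3.38 FPKM and 8.11 and 4.71 FPKM in sham and WS-PM_2.5_, and the troponin *tnt-4* was 12.11 and 6.20 FPKM. Body wall muscle had a median of -0.09 over 22 genes (percentile 1.45), of which 7 were above 0 and none past 2-fold, with the basement membrane protein *unc-52* at 22.6 and 12.0 FPKM (1.89-fold lower, counting interval 1.79 to 2.00). Neuronal genes had a median of -0.17 over 20 genes (percentile 0.47), of which 8 were above 0 and none past 2-fold. Among them was the neuropeptide-processing enzyme *egl-21* at 62.8 and 42.5 FPKM. The neuronal median was -0.07 (percentile 10.11) with no filter and -0.27 (percentile 0.01) over those with a mean of at least 5 FPKM. Of 28 insulin-like peptides, ligands of the DAF-2 receptor, 4 were over 2-fold lower and 1 higher, with a median of -0.42 (percentile 0), and of -0.24 (percentile 0.04) over those with a mean of at least 5 FPKM. These genes were low, such as *ins-24* at 9.14 and 4.21 FPKM from 46 and 25 reads. Ribosomal protein genes were lower by a small amount in 77 of 78 cases (median -0.17, percentile 0), and the germline list (-0.07 over 21 genes, percentile 1.495), the oocyte and early embryo list (-0.07 over 26 genes, percentile 3.67), the proteasome (-0.06 over 33 genes, percentile 2.32) and the respiratory chain (-0.05 over 51 genes, percentile 4.065) lay slightly below 0, none with a gene past 2-fold. Of 31 sperm genes 2 were higher and 7 lower by over 2-fold, with a median of -0.22 (percentile 2.29), but each of these 9 genes had few reads. The median of the sperm genes was -0.12 (percentile 4.02) with a pseudocount of 1 FPKM and -0.33 (percentile 0) with TPM. Their mean was -0.37 (percentile 0.08).

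Autophagy genes were on the higher side, while lists of enzymes that handle foreign compounds had genes past 2-fold on each side. Autophagy genes had a median of 0.15 over 28 genes (percentile 99.97), with none past 2-fold, and *lgg-1*, which marks autophagosomes, was 1076 and 1356 FPKM. UDP-glucuronosyltransferases had a median of 0.20 over 48 genes (percentile 99.75), with 1 higher and 2 lower by over 2-fold and a mean of 0.09 (percentile 80.6), and cytochromes P450 a median of 0.12 over 47 genes (percentile 94.2), with 3 higher and 3 lower. Among the latter, *cyp-34A1* was 1.63 and 5.04 FPKM and *cyp-35B1* 1.17 and 3.60 FPKM. Of 37 glutathione S-transferases, 1 was higher and 4 lower, and the median of 0.09 (percentile 88.76) and the mean of -0.04 (percentile 19.08) differ in sign. The neighbouring genes *gst-26*, *gst-27* and *gst-28* were among the lower ones, at 13.6 and 5.07 FPKM, 24.7 and 10.6 FPKM, and 9.61 and 4.69 FPKM. Antioxidant enzymes had a median of -0.04 over 30 genes (percentile 7.85) and a mean of -0.12 (percentile 1.36), with only the glutathione peroxidase *gpx-3* past 2-fold (7.02 and 2.22 FPKM). Of 12 osmotic stress genes, 3 were lower, the glycerol-3-phosphate dehydrogenase *gpdh-1* at 18.8 and 6.86 FPKM and the inositol transporters *hmit-1.1* and *hmit-1.2*, while the median was 0.01 (percentile 43.89). The mean of this list was -0.31 (percentile 0.05), and its median without the gene of Table S1 was 0.10 (percentile 84.73). Chaperones of the endoplasmic reticulum and mitochondria had a median of 0.07 over 20 genes (percentile 94.88), glycolysis and the citrate cycle 0.03 over 43 genes (percentile 77.09). The proteases (0.00 over 21 genes, percentile 49.17) and the histones (-0.02 over 40 genes, percentile 34.35) had medians whose sign changes with TPM. Among the genes with a mean of at least 10 FPKM outside Table S1, the largest folds lower were those of *T05E12.6* (15.7 and 4.31 FPKM, 3.65-fold lower, counting interval 2.86 to 4.70), *T28A11.16* (19.8 and 5.76 FPKM, 3.43-fold lower, 2.41 to 4.97) and *C18D11.6* (17.9 and 5.28 FPKM, 3.39-fold lower, 2.105 to 5.646).

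The paper measured *daf-16* and *hsp-16.2* by RT-PCR and reports *daf-16* as lower after 5 d. For *hsp-16.2* it reports a similar change after a longer exposure, and no library of that exposure was analysed here. The *hsp-16.2* value after 5 d given next therefore has no bearing on that change. In the RNA-Seq libraries *daf-16* was 86.6 FPKM in sham and 74.3 FPKM in WS-PM_2.5_, a ratio of 0.858 (counting interval 0.823 to 0.895), and *hsp-16.2* was 50.8 and 49.5 FPKM, a ratio of 0.976 (0.837 to 1.14). The receptor gene *daf-2* was 40.0 and 42.5 FPKM, *age-1* 21.0 and 19.7 FPKM, *pdk-1* 11.07 and 11.9 FPKM, *akt-1* 86.8 and 89.6 FPKM and *akt-2* 19.3 and 22.3 FPKM. Over 19 components of insulin signaling the median log2 fold was 0.07 (percentile 84.81), and over 18 genes of the cytosolic heat shock response it was -0.09 (percentile 2.02), with none past 2-fold in either list.

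The comparisons of values per animal were chosen after Table 5 of the supplement had been read. Of 22 such comparisons, 14 had an adjusted p under 0.05 in the permutation test, which takes each animal as independent. After 10 d the survival under heat differed by -26.3% in the C_L_ group (57 animals) and -31.95% in the C_H_ group (57 animals), against 54 controls, each with an adjusted p of 4.4e-05, from an unadjusted p of 1e-05 that is the smallest the permutations can give. Lipofuscin fluorescence went in opposite directions in the 2 groups after 10 d, at -37.7% in the C_L_ group (22 animals, adjusted p = 4.4e-05) and 28.0% in the C_H_ group (27 animals, adjusted p = 0.0487), against 18 controls. For C_H_ the adjusted p of the permutation test was 0.118 by medians and 0.051 on log2 values. The difference between these 2 groups was not tested. After 5 d it was -6.58% in C_L_ (29 animals, adjusted p = 4.4e-05) and -2.69% in C_H_ (28 animals, adjusted p = 0.0945), against 32 controls. The mean lifespan differed by -38.9% in *daf-2(e1370)* (40 animals against 32), by -9.36% in *daf-16(mu86)* (58 against 58, adjusted p = 0.0105) and by -12.8% in N2 (60 against 58, adjusted p = 0.00229) in the C_H_ group. By medians the *daf-2(e1370)* difference was -24% (adjusted p = 0.00147), the *daf-16(mu86)* difference was 0% (adjusted p = 1) and the adjusted p for N2 was 0.782. The N2 value is that of Figure 1. The paper gives a larger one for N2 in the experiment with the mutants, for which no separate N2 animals were analysed here, and whether the strains differ was not tested. Body length differed by -3.06% in C_L_ (54 animals, adjusted p = 0.0268) and -2.66% in C_H_ (44 animals, adjusted p = 0.0561), and body width by -4.66% (adjusted p = 0.00393) and -2.94% (adjusted p = 0.0945), against 52 controls.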
